# Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B_12_ Scavenging

**DOI:** 10.1128/mSystems.00170-19

**Published:** 2019-05-28

**Authors:** James R. Aretakis, Alisa Gega, Jared M. Schrader

**Keywords:** absolute quantitation, *Caulobacter crescentus*, ribosome profiling, vitamin B_12_, cell cycle

## Abstract

Caulobacter crescentus is a model for the bacterial cell cycle which culminates in asymmetric cell division, yet little is known about the absolute levels of protein synthesis of the cellular parts needed to complete the cell cycle. Here we utilize ribosome profiling to provide absolute measurements of mRNA translation in C. crescentus, providing an important resource with quantitative genome-wide measurements of protein output across individual genes. Analysis of protein synthesis rates revealed ∼4.5% of cellular protein synthesis is for genes related to vitamin B_12_ import (*btuB*) and B_12_-independent methionine biosynthesis (*metE*) when grown in common growth media lacking B_12_. While its facultative B_12_ lifestyle provides a fitness advantage in the absence of B_12_, we find that it provides a fitness disadvantage of the cells in the presence of B_12_, potentially explaining why many *Caulobacter* species have lost the *metE* gene and become obligates for B_12_.

**IMPORTANCE** Caulobacter crescentus is a model system of the bacterial cell cycle culminating in asymmetric cell division, with each daughter cell inheriting a distinct set of proteins. While a genetic network of master transcription factors coordinates the cell cycle timing of transcription for nearly 20% of *Caulobacter* genes, we lack knowledge of how many of each protein “part” encoded in the genome are synthesized. Therefore, to determine the absolute production rates across the genome, we performed ribosome profiling, providing, for the first time, a quantitative resource with measurements of each protein “part” needed to generate daughter cells. This resource furthers the goal of a systems-level understanding of the genetic network controlling asymmetric cell division. To highlight the utility of this data set, we probe the protein synthesis cost of a B_12_ utilization pathway and provide new insights into *Caulobacter*’s adaptation to its natural environments.

**Author Video**: An author video summary of this article is available.

## Abstract (precis)

Caulobacter crescentus is a model system of the bacterial cell cycle culminating in asymmetric cell division, with each daughter cell inheriting a distinct set of proteins. While a genetic network of master transcription factors coordinates the cell cycle timing of transcription for nearly 20% of *Caulobacter* genes, we lack knowledge of how many of each protein “part” encoded in the genome are synthesized. Therefore, to determine the absolute production rates across the genome, we performed ribosome profiling, providing, for the first time, a quantitative resource with measurements of each protein “part” needed to generate daughter cells. This resource furthers the goal of a systems-level understanding of the genetic network controlling asymmetric cell division. To highlight the utility of this data set, we probe the protein synthesis cost of a B_12_ utilization pathway and provide new insights into *Caulobacter*’s adaptation to its natural environments.

## INTRODUCTION

In bacterial systems biology, global mRNA translation measurements are critical for understanding how cells utilize their resources to achieve their evolutionarily selected cell growth and division cycles. To complete the bacterial cell cycle, the protein parts encoded within the genome must be transcribed into mRNAs that are translated into the appropriate number of proteins for the daughter cells to be generated. Genome-wide absolute quantitation of protein level measurements has allowed the monitoring of protein resource allocation (1, 2), revealing that these cells allocate resources for optimal growth. As the ribosome content is positively correlated with the growth rate (3), cells must optimize the fraction of protein synthesis needed to make new ribosomes (enzymes that make proteins) versus the protein synthesis needed to produce the proteomes of the daughter cells to achieve short generation times (2, 4). Optimality has also been observed at the protein-complex level, as translation of a stoichiometric amount of protein subunits to the overall multiprotein complexes has been observed (2), with different posttranscriptional strategies across species utilized to achieve the optimal protein concentration (5). Therefore, to understand the mechanisms controlling the growth and division cycles of diverse bacteria, we must understand how bacteria are able to optimize their protein synthesis resources for maximal fitness.

Caulobacter crescentus is an oligotrophic alphaproteobacterium with a carefully orchestrated cell cycle yielding asymmetric cell division and a model organism for the study of the bacterial cell cycle (6, 7). In C. crescentus, cells undergo changes in gene expression of ∼20% of their entire genome during the process of the cell cycle (8, 9). Timing of 57% of the cell cycle-regulated mRNAs is controlled at the transcription level by a master regulatory circuit that is composed of 4 transcription factors (DnaA, GcrA, CtrA, and SciP) and a DNA methylase (CcrM) (6, 10), and 49% of those cell cycle-regulated mRNAs are additionally regulated at the level of mRNA translation (8). Importantly, global C. crescentus studies have focused solely on the control of the timing of gene expression in the cell cycle, and thus, little is known about the absolute levels of protein synthesis, or how the protein synthesis resources are allocated across the proteome.

Here, we utilize ribosome profiling to achieve a quantitative genome-wide absolute measure of protein synthesis in C. crescentus. This resource provides the absolute protein synthesis rate of each protein expressed from the C. crescentus genome and a global map of protein synthesis resource allocation. Absolute levels of mRNA translation of cell cycle master regulators showed higher levels of mRNA translation compared to their known DNA binding sites for all but CcrM and a relatively low level of mRNA translation of CtrA regulatory proteins relative to the CtrA master regulator itself. PopZ, a polar protein scaffold that recruits asymmetric cell fate specification proteins (11), is at a limiting concentration compared to its client proteins, suggesting that these clients compete for access to the cell pole. Surprisingly, we discovered that the *btuB* vitamin B_12_ importer and the *metE* methionine-biosynthetic gene were among the most highly translated genes in the absence of B_12_, showing that the C. crescentus B_12_-scavenging pathway requires a surprisingly large amount of the cell’s protein synthesis resources. The high cost of protein synthesis of the B_12_-scavenging pathway is reduced in the presence of B_12_ by riboswitches in the 5′ untranslated region (UTR) of these two genes. The widely utilized lab strain NA1000 is a facultative B_12_ scavenger due to the *metE* gene, which produces methionine in the absence of B_12_, yet many natural *Caulobacter* isolates are obligate B_12_ scavengers (12). We show that the facultative B_12_-scavenging lifestyle generates a fitness tradeoff, where in the absence of B_12_ there is a positive fitness advantage from MetE’s B_12_-independent methionine production, while in B_12_’s presence there is a fitness disadvantage due to the wasted cost of MetE’s protein synthesis, providing an explanation for why many isolates have lost the *metE* gene to become obligates for B_12_.

## RESULTS

### Absolute quantitation of mRNA translation rates.

Ribosome profiling provides a global direct measure of the protein synthesis rate by sequencing ribosome-protected mRNA footprints (2, 13, 14). To determine absolute rates of translation in C. crescentus, ribosome profiling was performed in unsynchronized C. crescentus NA1000 cells grown in M2G minimal medium. 

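Translation was read from footprint coverage of NA1000 cells in M2G, a minimal medium with glucose as the carbon source. Of the deposited footprints, 94.9% ± 0.247 (SD, n = 3) lay on coding genes, and the rRNA genes held 0. A count of 0 in every replicate argues against removal by the DNA probes of the protocol alone, since the paper names only a few such probes. Whether reads on rRNA were filtered out or left unmapped before deposit was not settled here. These shares therefore do not measure how well rRNA was removed. Replicate 1 holds 5299044 footprints, replicate 2 holds 6535218 and replicate 3 holds 5275337. Cells at an OD600 of 0.5 were treated with 100 μg/ml chloramphenicol for 2 min, which holds ribosomes on the mRNA, and lysed by milling. The mRNA fragments protected by ribosomes were then sequenced after rRNA fragments had been removed with DNA probes. The deposited values are center-weighted coverage signal per nucleotide and strand, in which each footprint adds a total of 1. From this coverage, the mean density of each of 3886 coding genes was taken without the 5 codons at each end, after winsorization at the 5th and 95th percentiles of its positions. Density times length over the sum for all coding genes gave the fraction of ribosome footprints. Percentages of the footprints taken by named coding genes and gene lists are this fraction, not plain shares of counts, unless another setting is named. This fraction times 492 fg of protein per cell over the molecular weight gave the molecules translated per cell. The paper reports this mass with an SD of 170 fg, an error that is shared by all molecule numbers and is not in their SDs. Gene names came from the NA1000 gene table of assembly ASM2200v1, which gives neither strand nor sequence. Each gene was therefore read on the strand with more footprints, and its weight was set to 107 Da per residue, the median that Table S1 implies. Across 3573 genes with signal in all replicates, Pearson's r of the log10 fraction was between 0.980 and 0.984 for the 3 pairs of replicates; genes are not independent replicates.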

In fast-growing bacteria where the rate of translation is the main driving force of protein levels, protein degradation can be negligible, and therefore, the main driving force of protein levels is mRNA translation (2). This is largely true in C. crescentus, as >95% of proteins were found to have half-lives longer than the cell cycle (15). First, we examined the ribosome footprint density along each open reading frame (ORF) on mRNAs as a relative measure for translation (Fig. 1A). For example, in the *divK/pleD* polycistronic operon, we find that *divK* has 2.0-fold-higher ribosome density than *pleD* (Fig. 1A). 

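*divK*, which encodes a response regulator of the cell cycle, carried denser footprints than *pleD*, which encodes a diguanylate cyclase, in each replicate. The ratio of the *divK* (CCNA_02547) to the *pleD* (CCNA_02546) density was 2.51 in replicate 1, 1.66 in replicate 2 and 1.94 in replicate 3, with a mean of 2.04 ± 0.430 (SD, n = 3). The coverage of *divK* rested on 598 to 681 footprints per replicate and that of *pleD* on 1015 to 1448. A 2-sided exact sign-flip permutation test of the log ratio gave p = 0.25, the smallest p that 3 replicates allow.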

For absolute quantitation, it is assumed that the average elongation rate is constant for each mRNA, which would allow the average ribosome density to be directly proportional to the rate of protein synthesis of each ORF (2). It is also assumed that all ribosomes will finish translation and make the full-length protein (2). Next, to reduce the impact of fast- and slow-moving ribosomes in the ribosome occupancy profiles along ORFs on the quantitative level of translation, we used winsorization to correct the average ribosome footprint density of each ORF (see Table S1 in the supplemental material). Start codon and stop codon regions were omitted from the analysis to avoid biases in slow-moving ribosomes that are initiating or terminating (13, 16).

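Footprints piled up at the start and the stop of coding sequences. Averaged over 1548 coding genes, the footprint density near the start codon reached 7.28 ± 1.73 (SD, n = 3) times that of the gene body, with the peak of the mean profile 13 nt after the first nucleotide of the coding sequence. Around the stop codon the density reached 3.41 ± 0.680 (SD, n = 3) times that of the body, with the peak 3 nt before the last nucleotide.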

**FIG 1:**
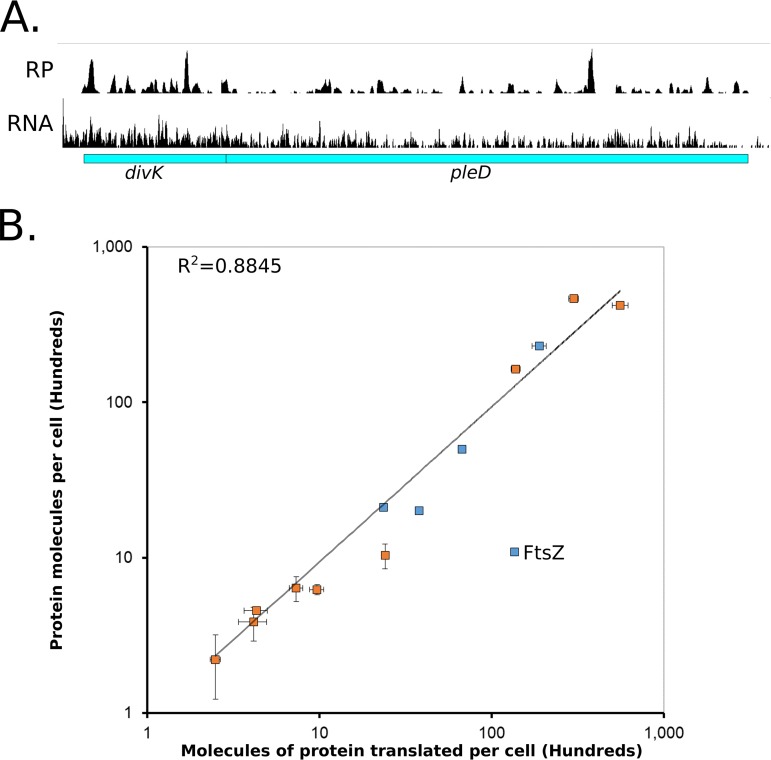
Absolute quantitation of C. crescentus protein synthesis by ribosome profiling. (A) Ribosome profiling data for cells grown in M2G medium of the *divK/pleD* operon. Average ribosome density of *divK* is 2.0 times higher than for *pleD*. mRNA data are from reference 36. (B) Absolute protein levels of unsynchronized cells measured by Western blotting (blue) or YFP fusions (orange) compared to the absolute molecules of protein translated per cell calculated by ribosome profiling. Vertical error bars indicate the standard deviation in YFP intensity or standard deviation for the Western blots, while horizontal error bars indicate the standard deviation from ribosome profiling replicates (*n* = 3). FtsZ is expected to deviate from the line since its protein levels are under proteolytic control (17). Data are in Tables S1 and S2.

10.1128/mSystems.00170-19.4 TABLE S1 Absolute measurements of mRNA translation for M2G and PYE. Download Table S1, XLSX file, 0.7 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00170-19.5 TABLE S2 Average molecules of protein translated per cell and average proteins per cell. *^a^*Ribosome profiling data from reference 36. Download Table S2, DOCX file, 0.01 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To convert ribosome density to absolute mRNA translation rates, we measured the average protein mass of C. crescentus cells, which was multiplied by the fractional ribosome density measurement of each gene and divided by the molecular weight (*k_i_* = ϕ*_i_P*/*mW_i_*) (2). This measure of the average number of proteins translated per cell correlated well between the protein concentrations reported in the literature as well as protein concentration measurements reported here using yellow fluorescent protein (YFP) intensity of C-terminally tagged gene fusions (Fig. 1B; Fig. S1 and Table S2). 

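For 8 of the 9 proteins of Table S2, the molecules translated per cell could be set beside the paper's YFP-based numbers, and proteins translated in larger numbers tended to have larger YFP numbers. RpoC, the B' subunit of RNA polymerase, was translated at 13663 ± 814 (SD, n = 3) molecules per cell, and the ribosomal protein L1 at 29811 ± 1837 (SD, n = 3). MipZ, which positions the division site, had 2422 ± 106 (SD, n = 3), TipN 961 ± 92.3 (SD, n = 3), the kinase CckA 727 ± 67.5 (SD, n = 3) and the chromosome-organizing protein SMC 247 ± 17.7 (SD, n = 3). The replicative helicase DnaB had 430.1 ± 67.6 (SD, n = 3). Translated molecules over the paper's YFP number ran from 0.236 for HolC to 2.35 for MipZ. The paper scaled all YFP intensities by an earlier Western blot number for MipZ, so the MipZ value is the calibrator. For all 9 proteins, Table S2 gives the same mean YFP number in M2G and in PYE. Whether these numbers are specific to M2G is therefore unclear. On log10 values across these proteins, Pearson's r was 0.940 (exact permutation of pairings, 2-sided p = 0.00057, 0.0011 after Benjamini-Hochberg adjustment over the 2 coefficients) and Spearman's rho was 0.952 (same exact test, p = 0.0011, adjusted 0.0011). Without *rplA* and *rpoC*, the genes farthest from the median, r was 0.807 (exact permutation p = 0.058) and rho 0.886 (exact permutation p = 0.033), so by Pearson's r the relation rests in part on these proteins. HolC, a subunit of DNA polymerase, had 91.0 ± 49.9 (SD, n = 3) molecules, but its strand is uncertain, with 389.8 footprints on the strand used and 362 on the other over the 3 replicates, and the strand used leads in replicate 3 only. Read on that other strand, HolC had 414 molecules, within the SD of the paper's value, and r was 0.982. This setting was chosen after seeing the data, by closeness to Table S1. The ratio of 0.236 for HolC and the r of 0.940 thus depend on the strand rule. Genes were matched by Table S1 values equal to those of Table S2, and *mipZ* by its symbol. From its YFP numbers, literature values and the behavior of proteolyzed proteins, the paper proposes that mRNA translation is a reasonable measure of the steady-state level of stable proteins.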

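FtsZ, the tubulin homolog of the division ring, was translated at a higher level in M2G than CckA or MipZ in every replicate. *ftsZ*, CCNA_02623, took 0.248% ± 0.0060 (SD, n = 3) of the footprints, with 12558 to 16355 footprints per replicate. This amounts to 13532 ± 327 (SD, n = 3) molecules translated per cell, in rank 63 of the coding genes. The amount of FtsZ protein in the cell was not analysed here.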

As expected, FtsZ, the key cell division protein which is known to be a substrate of cell cycle-dependent proteolysis (17), has a 13-fold-larger amount of translated protein than protein observed in the cell, while stable proteins ranged between 0.65- and 2.3-fold. The same phenomenon of higher translation levels than protein levels was also observed for the proteolyzed cell cycle regulators DnaA and CcrM, and upon deletion of the Lon protease, which is known to be responsible for their proteolysis, the correlation was restored (Peter Chien, personal communication) (Fig. S1) (18, 19). These data suggest that the absolute measures of mRNA translation are reflecting the absolute protein synthesis rate for each ORF in C. crescentus and provide a reasonable measure of steady-state protein levels for stable proteins (data can be found in Table S1).

10.1128/mSystems.00170-19.1 FIG S1 Absolute protein levels of unsynchronized cells in PYE medium measured by Western blotting (blue) or YFP fusions (orange) compared to the absolute molecules of protein translated per cell calculated by ribosome profiling. PYE ribosome profiling data were collected in reference 36. Vertical error bars indicate the standard deviation in YFP intensity or standard deviation for the Western blots. FtsZ, CcrM, and DnaA are indicated as their protein levels are under proteolytic control by Lon protease (18, 19). CcrM and DnaA protein levels in a strain lacking their protease, Lon, are indicated in dark blue (Peter Chien, personal communication). Data are in Tables S1 and S2. Download FIG S1, TIF file, 0.8 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Global analysis of C. crescentus absolute mRNA translation levels.

C. crescentus cells dedicate a significant percentage of their protein synthesis to several major cellular processes associated with cell growth (Fig. 2A; Fig. S2). Across major KEGG categories, we analyzed the percentage of ribosome footprints to understand their allocation of protein synthesis capacity (Table S3). Nutrient transporters (11.8%), the ribosome (11.2%), and the cell envelope (9.8%) represent the largest classes of protein production for C. crescentus. 

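Of the ribosomal proteins, 26 carry a symbol in the gene table, and together they took 4.92% ± 0.0369 (SD, n = 3) of the footprints in M2G. The strongest of them were *rpsC* with 0.378% ± 0.00805, *rplC* with 0.333% ± 0.0386, *rplB* with 0.328% ± 0.00557 and *rpsE* with 0.268% ± 0.0297 (SD, n = 3). These genes spanned 16517 to 76927 molecules translated per cell, with a median of 35796. Among proteins of transport, the inner membrane complex that drives uptake through outer membrane receptors, ExbB, ExbD and TonB1, took 1.39% ± 0.0104 (SD, n = 3). *exbB* alone held 0.999% ± 0.0464 (SD, n = 3). These shares cover named genes only and are not the KEGG classes, whose gene assignments were not analysed here.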

A significant fraction of protein synthesis capacity (25.5%) is allocated to produce proteins of unknown function, showing that a significant fraction of the cell’s protein synthesis capacity is not understood. By comparing the fraction of the translation KEGG category across minimal medium (M2G) (15.9%) and a richer complex medium (peptone-yeast extract [PYE]) (22.8%), we find that the cells dedicate a larger amount of protein synthesis capacity to making translational machinery in rich medium, similar to Escherichia coli (3). Additionally, we see that a larger amount of protein synthesis capacity in “cell growth and death” is observed in M2G (11.3%) than in PYE (6.45%), owing largely to increased protein synthesis capacity of an operon of cell-contact-dependent toxins and immunity proteins that are known to be expressed in stationary phase (Fig. S2) (20).

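Nearly all ribosomal proteins with a symbol had a smaller fraction in M2G than the paper reports for PYE. The copy of the M2G fraction sheet of Table S1 used here holds 1998 of 3885 rows, with 25 of the named ribosomal protein genes among them. These took 4.71% ± 0.0249 (SD, n = 3) of the footprints in M2G, and the paper's PYE fractions of the same genes sum to 6.94%. For 24 of them the paper's PYE value lies above all 3 M2G replicates, and for 0 it lies below. The 5 aminoacyl-tRNA synthetase genes with a symbol in these rows took 0.212% ± 0.00240 (SD, n = 3) in M2G beside the paper's 0.310% in PYE, and for each of them the paper's PYE value lies above all 3 replicates. The paper's own M2G fractions of the 25 ribosomal protein genes sum to 4.59%. The PYE data come from an earlier study, and the paper's M2G protocol differs from it by the depletion of rRNA fragments. Medium thus cannot be told apart from study and protocol, and the M2G values here were computed anew while the PYE values are the paper's. The PYE values also have no replicates, so the difference was not tested.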

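*cdzC* and *cdzD*, small genes of the contact-dependent toxin system, were among the most strongly translated genes in M2G. *cdzC*, CCNA_03933, took 1.33% ± 0.190 (SD, n = 3) of the footprints and *cdzD*, CCNA_03932, took 1.11% ± 0.140 (SD, n = 3). They held ranks 6 and 7 of the coding genes, and because the proteins are short they amount to 428779.9 ± 61041 and 366639.8 ± 46183 molecules per cell (SD, n = 3). *cdzI* had 0.110% ± 0.0512 (SD, n = 3), with 0.101%, 0.0630% and 0.164% in replicates 1, 2 and 3. *cdzA* and *cdzB* had 0.0406% ± 0.00216 and 0.0341% ± 0.00295 (SD, n = 3), where the paper's PYE fractions are 0.00493% and 0.00433%. These PYE fractions come from the same earlier study, so medium cannot be told apart from study here either. PYE values of *cdzC*, *cdzD* and *cdzI* were not analysed here.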

**FIG 2:**
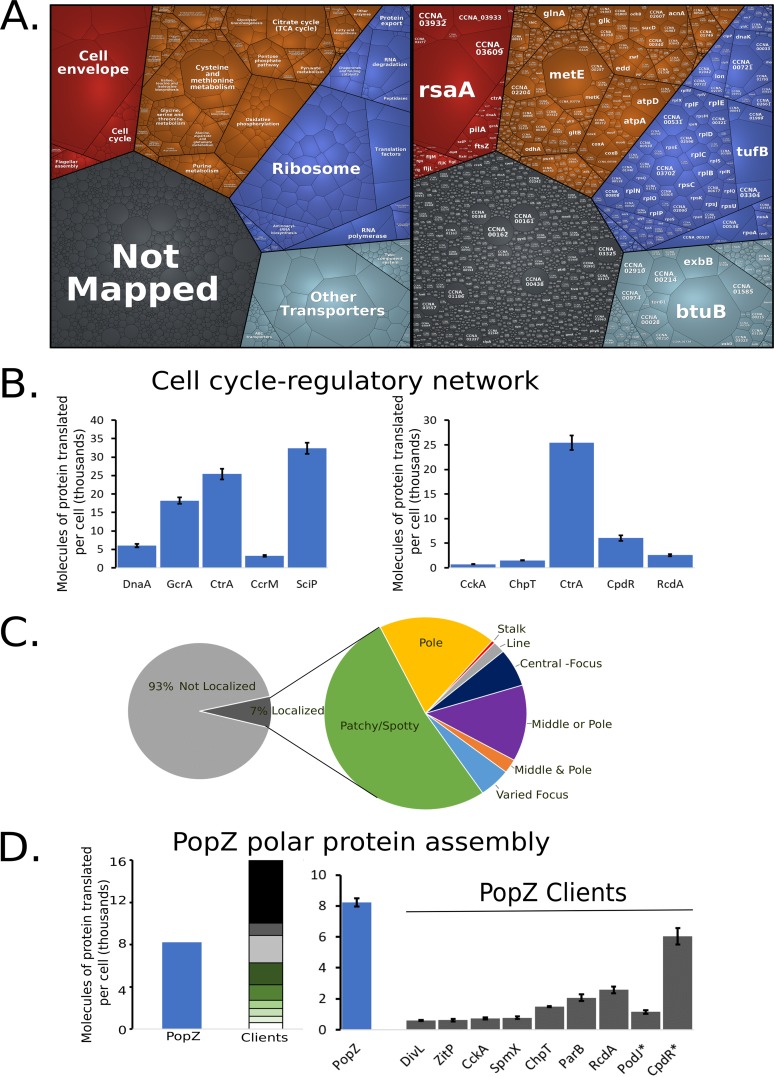
Global analysis of C. crescentus protein synthesis. (A) Proteomap with each polygon representing a single gene with area scaled to the fraction of ribosome-protected mRNA footprints measured. Red is cellular processes, orange is metabolism, blue is genetic information processing, light blue is environmental information processing, and gray is genes of unknown function. (B) Molecules of protein translated per cell for the cell cycle master regulators (left) and CtrA regulatory network (right). (C) (Left) Fraction of ribosome-protected mRNA footprints encoding localized (dark gray) or nonlocalized (light gray) proteins. (Right) Zoomed-in analysis of the fraction of proteins with different subcellular localization patterns based on reference 26. (D) Polar protein competition. (Left) Molecules of protein translated per cell for the polar protein scaffold PopZ and its known clients (27–29). Proteins with known proteolysis are highlighted with asterisks.

10.1128/mSystems.00170-19.2 FIG S2 PYE fractional protein synthesis Proteomap. Global analysis of C. crescentus protein synthesis in PYE and M2G media. (A) (Left) Proteomap of cells grown in PYE medium with the area scaled to the fraction of ribosome-protected mRNA footprints measured. (Right) Proteomap of cells grown in M2G medium shown at the same level as cells grown in PYE medium with KEGG categories (67). (B) Fraction of ribosome-protected mRNA footprints compared to gene essentiality as determined in reference 69. Red is essential genes, blue is nonessential, yellow is high-fitness genes, and gray is genes that were not determined (69). (C) (Left) Fraction of ribosome-protected mRNA footprints in localized (dark gray) or nonlocalized (light gray) mRNAs for cells grown in PYE medium. (Right) Zoomed-in analysis of the fraction of proteins with different subcellular localization patterns as determined in reference 26. Download FIG S2, TIF file, 2.8 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00170-19.6 TABLE S3 Fraction of total protein synthesis for each KEGG category. *^a^*KEGG category data from reference 70. Download Table S3, DOCX file, 0.01 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Interestingly, while the cell cycle is a major area of study in C. crescentus, the cell cycle genes represent only a small fraction of protein synthesis capacity (1.78%), and yet these genes play a critical role in shaping the growth and division cycles. The cell cycle-regulatory circuit itself is composed of four transcription factors (DnaA, GcrA, CtrA, and SciP) and a DNA methylase (CcrM) whose spatiotemporal activation facilitates cell cycle progression (6). 

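SciP, a repressor of CtrA-activated promoters, was translated at 31847 ± 1699 (SD, n = 3) molecules per cell, in the mean the most among SciP, CtrA, GcrA and DnaA. CtrA, a response regulator, followed with 25351 ± 1481 (SD, n = 3), GcrA with 17756 ± 518 (SD, n = 3) and the replication initiator DnaA with 5929.9 ± 465 (SD, n = 3). Divided by the paper's total numbers of DNA binding sites, this is 522 ± 27.8 molecules per site for SciP (61 sites), 136 ± 7.92 for CtrA (187 sites), 81.8 ± 2.39 for GcrA (217 sites) and 70.6 ± 5.54 for DnaA (84 sites; SD, n = 3 for each). Each of these genes had at least 4285 footprints in every replicate. The order of SciP, CtrA and GcrA depends on the setting. With the median over positions, GcrA (23652) passed CtrA (19104) in the mean, and SciP had 25196 but stood above GcrA in only 1 of 3 replicates, so their order is within the spread (ratio 1.08 ± 0.172; SD, n = 3). With plain footprints per gene, a setting chosen after seeing the data, GcrA had 30589, CtrA 28849 and SciP 25839.7 molecules in the mean.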

For master regulator proteins, the cell produces between ∼3,000 and 30,000 copies of each protein, which corresponds to between 71- and 648-fold more proteins than the number of known DNA binding sites that they control (10), with the exception of CcrM (Table S4). 

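*ccrM*, which encodes the DNA adenine methyltransferase, took 0.0424% ± 0.00314 (SD, n = 3) of the footprints, from 2807 to 3584 footprints per replicate. This is 3280.0 ± 243 (SD, n = 3) molecules translated per cell, and divided by the paper's number of GANTC sites it comes to 0.722 ± 0.0534 (SD, n = 3) per site.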

Three thousand two hundred eighty CcrM proteins are translated to methylate the 4,542 GANTC sites per chromosome (Fig. 2B). While the number of CcrM proteins is approximately one-third the number of GANTC sites present after DNA replication, CcrM is a processive enzyme (21), suggesting that each CcrM may on average methylate ∼3 GANTC sites. While the number of CtrA proteins translated (25,400 proteins) corresponds closely with the amount measured in predivisional cells (18,000 to 22,000 [22, 23]), CtrA is produced at a significantly higher level than its collection of regulatory kinases, phosphotransferases, and proteolytic adapters that control its cell cycle-dependent activity (Fig. 2B). 

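CtrA was translated at 2.36 ± 0.119 (SD, n = 3) times the sum of the kinase CckA, the phosphotransferase ChpT and the proteolytic adapters CpdR and RcdA, and the ratio was above 1 in each of the 3 replicates. CpdR was the most abundant of these with 6019 ± 559.9 (SD, n = 3) molecules per cell, followed by RcdA with 2540.2 ± 225 (SD, n = 3) and ChpT with 1475 ± 41.9 (SD, n = 3). CtrA was translated at 4.22 ± 0.167 times CpdR and at 35.1 ± 4.26 times CckA (SD, n = 3). A 2-sided exact sign-flip permutation test of the log ratio to the sum gave p = 0.25, the smallest p that 3 replicates allow.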

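*gcrA*, CCNA_02328, took 0.111% ± 0.00323 (SD, n = 3) of the footprints and *rpoD*, CCNA_03142, which encodes σ70, took 0.107% ± 0.00313 (SD, n = 3). Because GcrA is the shorter protein, this corresponds to 3.89 ± 0.225 (SD, n = 3) GcrA molecules per σ70, with 3.66, 4.11 and 3.90 in replicates 1, 2 and 3. σ70 itself was translated at 4565 ± 133 (SD, n = 3) molecules per cell. The log ratio gave p = 0.25 in a 2-sided exact sign-flip permutation test, the smallest that 3 replicates allow. With plain footprints per gene, a setting chosen after seeing the data, the ratio was 6.53.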

GcrA interacts with the RNA polymerase/σ^70^ complex to activate transcription of target promoters (24), where an ∼4-fold excess of GcrA over σ^70^ is produced, suggesting that excess GcrA may accelerate binding to the RNA polymerase holoenzyme (25) to facilitate subsequent recruitment of σ^70^.

10.1128/mSystems.00170-19.7 TABLE S4 Comparison of absolute translation level to DNA binding sites. *^a^*Number of binding sites were summed together from reference 10 based on data from references 24 and [Bibr B71][Bibr B72][Bibr B75]. Download Table S4, DOCX file, 0.02 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

As many proteins were found to have distinct subcellular patterns of protein accumulation in C. crescentus as determined in reference 26, we compared protein synthesis capacity to the localization patterns of proteins observed in this data set (Fig. 2C). Seven percent of protein synthesis occurs for “localized proteins” in C. crescentus. Of those localized proteins, most are “patchy/spotty,” while a significant fraction has a subcellular address where the protein accumulates (pole, stalk, or center) (Fig. 2C). Many proteins are specifically required to form asymmetric polar protein complexes that function to determine cell fate upon division (6). Many of these polarly localized proteins are recruited to the cell pole through the multimeric hub protein PopZ (27–29). 

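PopZ, the polar scaffold, was translated at 8236 ± 241 (SD, n = 3) molecules per cell, and its 9 clients CckA, ChpT, CpdR, RcdA, DivL, ZitP, SpmX, ParB and PodJ together at 15953 ± 787 (SD, n = 3). The sum of the clients was 1.94 ± 0.113 (SD, n = 3) times PopZ and above it in each replicate. CpdR was the largest part of that sum; without it, the other clients came to 1.21 ± 0.0664 (SD, n = 3) times PopZ, but with the median over positions they came to 0.938 ± 0.0927 (SD, n = 3), below PopZ. PopZ exceeded each client taken alone in mean molecules, and was 1.38 ± 0.158 (SD, n = 3) times CpdR. The chromosome partitioning protein ParB had 2065 ± 220.5, PodJ 1152 ± 119, SpmX 775 ± 88.6, ZitP 616 ± 82.8 and the kinase DivL 583 ± 29.0 molecules per cell (SD, n = 3). The exact sign-flip permutation p of the ratio of clients to PopZ was 0.25, 2-sided, the smallest for 3 replicates.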

Interestingly, by examining PopZ and its known client proteins, we find that PopZ is made in limiting amounts (Fig. 2D), suggesting that the clients compete for PopZ binding *in vivo*.

### Analysis of vitamin B_12_ and methionine metabolism.

Analysis of the most highly translated proteins found that RsaA, the surface layer protein, was the most highly translated protein in the cell (Fig. 3A) (30). 

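RsaA had a fraction of ribosome footprints of 6.13% ± 0.196 (SD, n = 3) and ranked first in each of the 3 replicates. It drew 1.99 ± 0.0490 (SD, n = 3) times the fraction of the next gene. This is 165445 ± 5301 (SD, n = 3) molecules of RsaA translated per cell, from 273282 to 353995 footprints per replicate. The 5 most translated genes took 14.2% ± 0.296 (SD, n = 3) of the footprints and the first 20 took 26.2% ± 0.303 (SD, n = 3). *atpD* and *atpA* of the ATP synthase and *rpoC* of the RNA polymerase are among these 20.

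**Figure D1:**
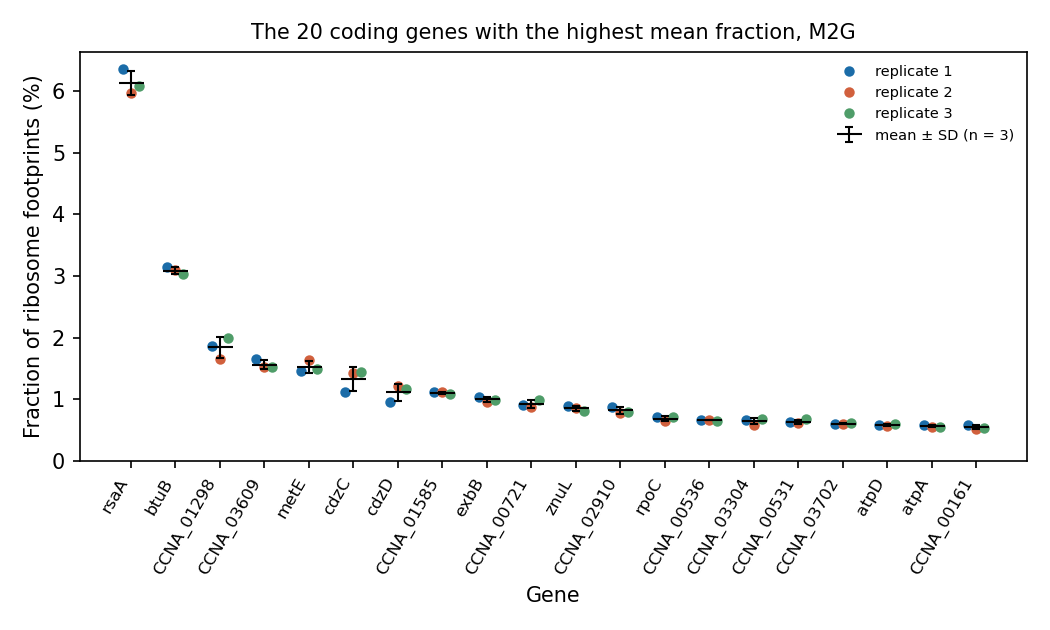
Fraction of ribosome footprints (percent, y axis) of the 20 coding genes with the highest mean fraction in M2G (x axis). Locus tags stand where no symbol was at hand. Colored points are the 3 replicates and black bars the mean ± SD (n = 3), and *rsaA* stands at 6.13%, above every other gene in each replicate.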

Elongation factor Tu was the third most abundant cytoplasmic protein owing to its requirement to deliver aminoacyl-tRNAs to the ribosome during translation (31). Surprisingly, we also observed that the homolog of the B_12_ importer (*btuB*, second highest) and the methionine-biosynthetic gene (*metE*, fourth highest) were among the most highly translated proteins. 

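*btuB*, CCNA_01826, which encodes the outer membrane B12 transporter, took 3.09% ± 0.0552 (SD, n = 3) of the footprints and ranked second in each replicate. The third place in each replicate was held by CCNA_01298, with 1.85% ± 0.172 (SD, n = 3), for which the gene table gives no symbol. In Fig. 3A the paper gives this place to *tufB*, for elongation factor Tu, and whether CCNA_01298 encodes it was not settled here. Its profile runs parallel to that of CCNA_03303, a gene of equal length, with a mean Pearson's r of 0.880 over the 3 replicates, so its fraction is less certain. *btuB* was 1.68 ± 0.174 (SD, n = 3) times this gene and above it in each replicate (exact sign-flip permutation test, 2-sided p = 0.25, the smallest for 3 replicates). *metE*, CCNA_00515, which encodes the B12-independent methionine synthase, took 1.53% ± 0.0985 (SD, n = 3), and CCNA_03609 took 1.56% ± 0.0753 (SD, n = 3). *metE* held rank 5 in replicates 1 and 3 and rank 4 in replicate 2. The ratio of *metE* to CCNA_03609 was 0.981 ± 0.0962 (SD, n = 3; exact sign-flip permutation p = 0.75), so the order of these genes is within the spread between replicates. With 15 codons left out at each end or with the median over positions, *metE* held rank 4 in the mean. BtuB amounts to 131525 ± 2353 molecules per cell and MetE to 54566 ± 3509 (SD, n = 3).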

Vitamin B_12_ is an important enzymatic cofactor that in C. crescentus is used for the biosynthesis of methionine, deoxynucleoside triphosphate (dNTP) production, tRNA modification, and isomerization of methylmalonyl coenzyme A (CoA) to succinyl-CoA (Fig. 3) (32). C. crescentus cannot synthesize B_12_ *de novo* but can import it through the BtuB protein (33). In the cytoplasm, both MetE and MetH perform the rate-limiting step of methionine biosynthesis, where MetH requires B_12_ but has a higher specific activity than MetE (Fig. 3B) (34, 35). 

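*metE* carried 10.5 ± 0.603 (SD, n = 3) times the fraction of *metH*, the B12-dependent methionine synthase gene, which had 0.145% ± 0.00562 (SD, n = 3). Next to *metH* in the pathway, *metF*, CCNA_02222, had 0.0659% ± 0.00286 (SD, n = 3). The genes of the steps before homocysteine were lower, with 0.0185% ± 0.00133 for *metZ*, 0.0127% ± 0.000678 for *metX1* and 0.00626% ± 0.000585 for *metX2* (SD, n = 3). Of the ribonucleotide reductases, *nrdE* had 0.145% ± 0.00316, *nrdB* 0.0462% ± 0.00542 and *nrdJ* 0.0331% ± 0.00384 (SD, n = 3). The mutase genes *meaA* and *mutB* had 0.0167% ± 0.00124 and 0.0144% ± 0.00103, and the tRNA modification gene *mtaB* 0.00474% ± 0.000509 (SD, n = 3). Together these 11 genes took 0.509% ± 0.0115 (SD, n = 3). For the ratio of *metE* to *metH*, a 2-sided exact sign-flip permutation test gave p = 0.25, the smallest that 3 replicates allow. *btuR* shares its locus tag with *metZ* in the legend of Fig. 3 and was not analysed here.

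**Figure D2:**
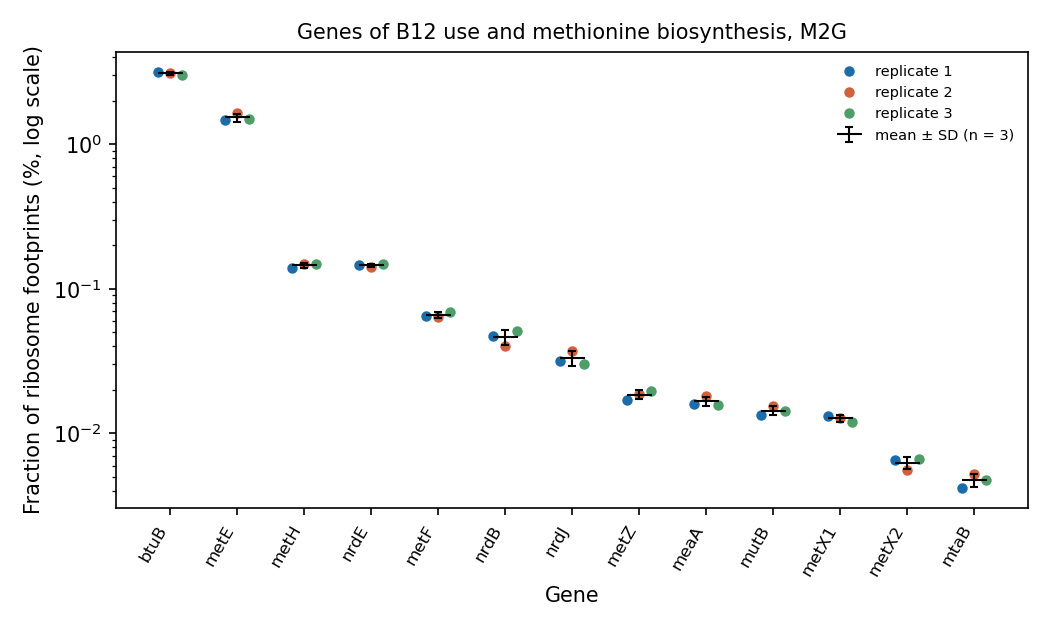
Fraction of ribosome footprints (percent, log scale, y axis) of *btuB*, *metE* and the 11 other genes of B12 use and methionine biosynthesis (x axis) in M2G. Colored points are the 3 replicates and black bars the mean ± SD (n = 3), with *btuB* and *metE* above 1% in each replicate and the 11 other genes at most 0.150%.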

Of note, both BtuB and MetE are translated at much higher levels than the other components related to methionine biosynthesis (Fig. 3B). Both the *btuB* and *metE* genes are the only two genes in C. crescentus with B_12_ riboswitches encoded in their 5′ UTRs (36). 

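The stretches before *btuB* and *metE* held few footprints in M2G while the coding sequences behind them were densely covered. From 300 to 25 nt before the *btuB* coding sequence, 14 to 32 footprints were found per replicate, a density of 0.119% ± 0.0394 (SD, n = 3) of that of the gene. The same stretch before *metE* held 2 to 9.18 footprints per replicate, or 0.0535% ± 0.0329 (SD, n = 3) of the gene density, and 0.0348% without replicate 2, the highest. In the last 25 nt before the coding sequence, where footprints centered near the start codon also fall, the density was 124% ± 94.5 of that of the gene for *btuB* and 53.8% ± 12.9 for *metE* (SD, n = 3). The *btuB* value rests on replicate 3, with 78.7%, 60.9% and 233% in replicates 1, 2 and 3 and 69.8% without replicate 3. *rsaA* had 0.232% ± 0.12 (SD, n = 3) of its own density from 300 to 25 nt upstream.

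**Figure D3:**
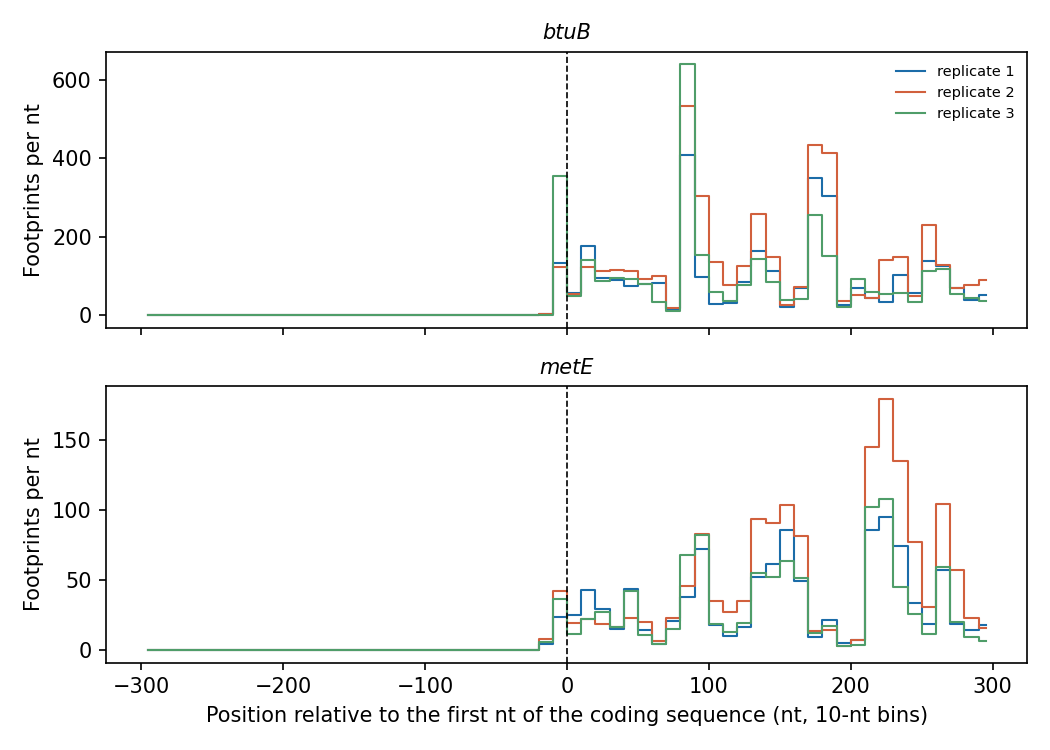
Footprints per nucleotide (y axis, means of 10-nt bins) around the start of the *btuB* (top) and *metE* (bottom) coding sequences in M2G, with the position in nt from the first nucleotide of the coding sequence on the x axis. Lines are the 3 replicates and the dashed line marks position 0, and from 300 to 25 nt upstream at most 32 footprints per replicate lie before *btuB* and 9.18 before *metE*.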

We tested the function of these riboswitches by creating 5′ UTR fusions to the mCherry gene driven by the vanillate promoter and subjecting the cells to various concentrations of B_12_ in the form of cyanocobalamin (Fig. 3C). Both the *metE* and *btuB* 5′ UTR reporters showed high translation in the absence of B_12_ and exhibited a B_12_ concentration-dependent translational shutoff (Fig. 3C). The *metE* riboswitch appears to be more sensitive to B_12_ concentration, with a *K*_1/2_ of 0.062 nM, while the *btuB* riboswitch *K*_1/2_ was 0.19 nM, both in line with the concentrations found in aquatic ecosystems (Fig. S3) (37, 38). 

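The fractions of ribosome footprints of *btuB* and *metE* summed to 4.62% ± 0.111 (SD, n = 3) in M2G. Both proteins sum to 186090.5 ± 4155 (SD, n = 3) molecules translated per cell.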

Taken together, these data show that C. crescentus cells are investing a large amount of their protein synthesis capacity toward B_12_ uptake and the B_12_-independent methionine pathway in the absence of B_12_. We therefore hypothesized that the cells are wasting energy in the absence of B_12_ by producing these very costly proteins.

**FIG 3:**
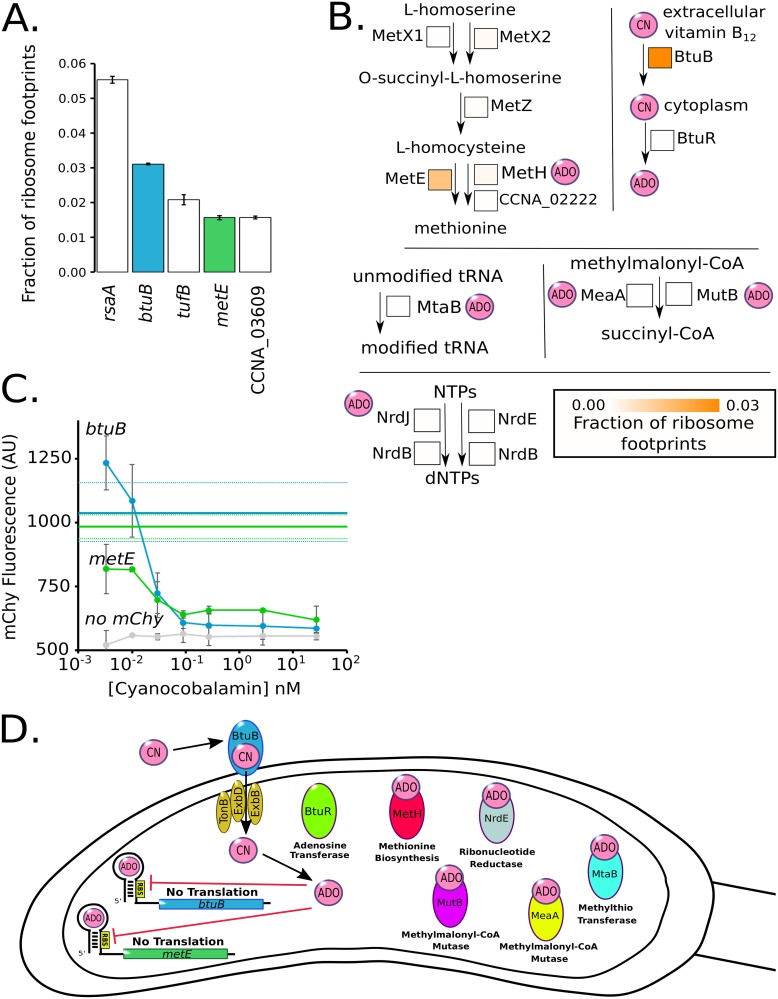
C. crescentus cells are starved for B_12_ in laboratory growth medium. (A) Fraction of ribosome footprints for the most highly translated mRNAs in M2G. B_12_-related genes are colored. (B) Pathway of methionine biosynthesis, MetX1 (CCNA_03309), MetX2 (CCNA_00559), MetZ (CCNA_02321), MetE (CCNA_00515), MetH (CCNA_02221), and CCNA_02222. Pathway for B_12_ utilization, BtuB (CCNA_01826) and BtuR (CCNA_02321). Pathway for tRNA modification, MtaB (CCNA_03798). Pathway for nucleotide reduction, NrdJ (CCNA_01966), NrdE (CCNA_03607), and NrdB (CCNA_00261). Pathway for succinyl-CoA biosynthesis, MeaA (CCNA_03177) and MutB (CCNA_02459). Square boxes next to each enzyme contain an orange heat map which represents the fraction of ribosome footprints. ADO (adenosyl) and CN (cyano) refer to the B_12_ upper ligand. (C) Negative regulation by B_12_ riboswitches on the *btuB* and *metE* genes. Translation reporters for the *btuB* and *metE* genes fused to mCherry assayed in M2G with the indicated concentrations of B_12_. Error bars represent standard deviation for mCherry fluorescence in three biological replicates of the B_12_ dilution series (*n* = 3). Solid blue and green horizontal lines indicate the mChy fluorescence without vitamin B_12_ for *btuB* and *metE,* respectively, and dashed lines indicate the standard deviation. (D) Cartoon of B_12_-regulated pathways in C. crescentus. *btuB* and *metE* genes contain negative regulatory B_12_ riboswitches. BtuB and BtuR are part of the B_12_ import and utilization pathway. MetH, NrdE, MeaA, MutB, and MtaB are B_12_-dependent enzymes for methionine biosynthesis.

10.1128/mSystems.00170-19.3 FIG S3 Nonlinear curve fit for B_12_-dependent riboswitch repression. mCherry intensities at each cyanocobalamin concentration were fitted to a Michaelis-Menten equation using QTIplot software to determine the *K*_1/2_ of cyanocobalamin. *R*^2^ values were 0.95 for *metE* (green) and 0.85 for *btuB* (blue). Download FIG S3, TIF file, 0.7 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To assess if the cells are wasting energy from the B_12_-related pathways, we examined the fitness of C. crescentus cells with disruptions in the nonessential components of these pathways in the absence of B_12_ (Fig. 4A). For this, we used published transposon sequencing (Tn-seq) data sets (39) and analyzed B_12_-related genes whose disruption would not have polarity effects (single genes or last genes in operons) in M2G minimal medium or PYE rich medium, neither of which contains B_12_ (12, 40). In M2G minimal medium, cells require the *metE* gene to make methionine (33), while the other nonessential B_12_-related components showed increases in fitness when disrupted that were proportional to their protein synthesis costs (Fig. 4A). In PYE rich medium, which contains methionine in the peptone, the *metE* gene is no longer essential, but instead, its disruption leads to higher fitness (39). Indeed, all the components of the methionine pathway led to increases in fitness proportional to their protein synthesis cost when disrupted in PYE (Fig. 4A) (39). These data show that in the absence of B_12_, the excessive translation of these proteins leads to unnecessary costs of protein synthesis that limit the fitness of C. crescentus cells.

**FIG 4:**
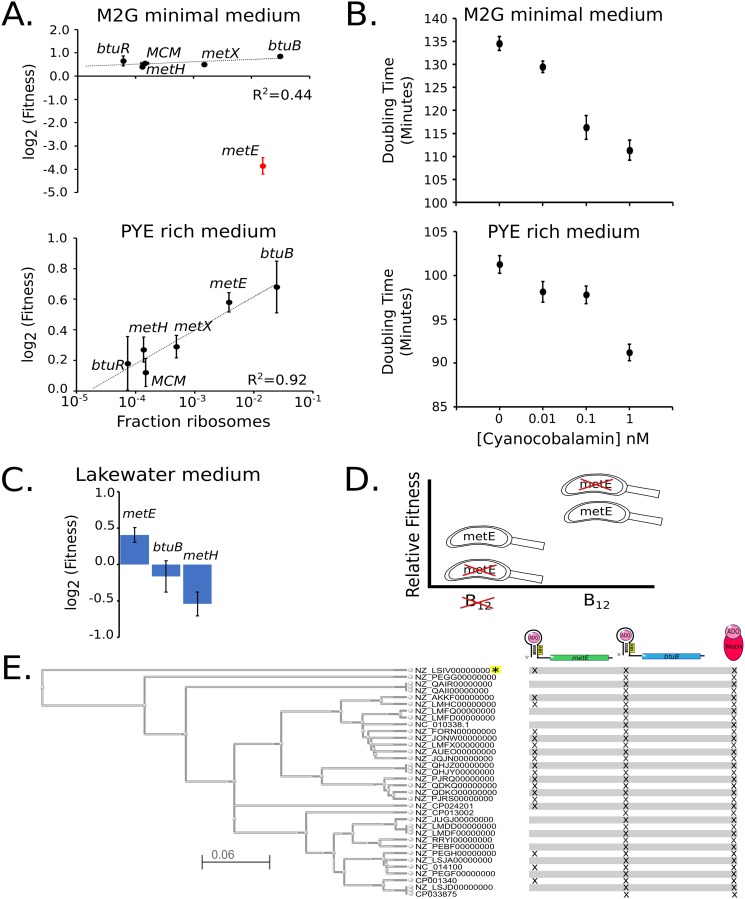
Excess protein synthesis rates for methionine-biosynthetic genes correlate with fitness cost. (A) Protein synthesis cost measured in the fraction of ribosomes (Table S1) on the *x* axis versus the Tn-seq-derived fitness values for the *btuB* B_12_ importer and methionine-biosynthetic genes under growth in minimal or rich medium as measured previously (39) (biological replicates, *n* = 2 for M2G, *n* = 10 for PYE). Black points represent nonessential genes for methionine biosynthesis, and red points represent genes required for methionine biosynthesis under the specified growth condition. Error bars represent standard deviation. Curve fits were performed only on nonessential genes. (B) Doubling times of C. crescentus cells in M2G and PYE media with indicated concentrations of B_12_. Error bars represent the standard deviation for doubling time measurements (biological replicates, *n* = 3 for each condition). (C) Tn-seq-derived fitness values for *metE*, *btuB*, and *metH* under growth in Lake Michigan lake water as measured previously (57). (D) Fitness tradeoff of facultative versus obligate B_12_ scavenging. Relative fitness shown for species with *metE* (facultative) or without *metE* (obligate) in environments lacking or containing sufficient B_12_. (E) Phylogenetic tree of all *Caulobacter* species with completed genomes based on *btuB* and *metH* protein sequences. Each species is labeled by its NCBI accession identifier, and the scale represents the Kimura distance. Marks next to species represent the presence of a *metE*, *btuB*, or *metH* gene. All species have a predicted B_12_ riboswitch upstream of *btuB* and *metE* genes (not shown), except the species noted with the yellow asterisk. A list of species names can be found in Table S7.

To test the effects of B_12_ on C. crescentus cell growth, we examined the growth rate of cells cultured in M2G medium containing B_12_ in the form of cyanocobalamin. Here, we observe faster growth in a B_12_ concentration-dependent manner (Fig. 4B; Table S5), with up to a 21% faster doubling time observed at 1 nM B_12_ in M2G medium. Eleven percent acceleration of cell growth rates also occurs in PYE medium, which contains methionine in the peptone, suggesting that the growth enhancement of B_12_ is likely caused in part by reduced protein synthesis costs from *btuB* and *metE* riboswitches. We attempted to separate B_12_’s effects on methionine synthesis from its effects on other pathways by addition of exogenous methionine in the presence or absence of B_12_, but exogenous methionine leads to a dramatic decrease in growth by an unknown mechanism (41). Overall, we find that B_12_ significantly enhances the growth rate of NA1000 cells.

10.1128/mSystems.00170-19.8 TABLE S5 Doubling time measurements at different concentrations of cyanocobalamin. Download Table S5, DOCX file, 0.01 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

### Absolute quantitation of protein synthesis in C. crescentus.

As the cost of protein synthesis is a significant output of the cell’s energy, absolute quantitation of translation is a powerful method to measure gene expression and resource allocation. Here, we present an absolute protein synthesis resource for C. crescentus generated by ribosome profiling which will be vital for systems modeling efforts for the C. crescentus cell cycle (42–45) and in the subsequent optimization of synthetic *Caulobacter* genomes (46, 47). Across the proteome, the mRNA translation resource allocation showed that 1.4% of the translation machinery is dedicated to translation of cell cycle-regulatory genes. We observed that for all the cell cycle master regulators, except CcrM, the number of proteins translated dramatically exceeds the total number of DNA binding sites in the genome (Fig. 2B). We hypothesize that the high concentrations of these factors may facilitate rapid activation of target gene transcription during each phase of the cell cycle.

Approximately 7% of protein synthesis capacity is dedicated to genes whose protein products were found to be localized in one of several modes of subcellular organization (Fig. 2C) (26). Recent reports suggest that some of these foci are formed by liquid-liquid phase separation of the proteins into membraneless organelles (48, 49). For C. crescentus BR bodies, the concentration of the condensate-forming protein RNase E (6.3 μM) appears to correspond closely to the transition boundary for liquid-liquid phase separation (48), potentially allowing control of the assembly of these bodies. Interestingly, we observed that the polar protein scaffold PopZ, which facilitates recruitment of asymmetrically localized signaling proteins to the cell poles (11, 27, 29), is present at approximately one-half the concentration of its client proteins, suggesting that clients compete for PopZ access (Fig. 2D). Dynamic competition of clients for PopZ may be important for the ordered assembly of unique proteins at each cell pole and may impact the spatial activation of downstream signaling outputs (27, 50, 51).

### Implications of B_12_-scavenging pathway for environmental fitness.

B_12_ is an important enzymatic cofactor that is required for the activity of enzymes involved in biosynthesis of methionine, dNTP production, tRNA modification, and isomerization of methylmalonyl-CoA to succinyl-CoA (Fig. 3B and D) (32). Like many bacteria, C. crescentus cannot produce B_12_ but can scavenge it from the environment (33), where it can increase the growth rate of C. crescentus by up to 21% (Fig. 4B). *btuB*, the B_12_ importer, and *metE*, the B_12_-independent methionine synthase, are among the most highly expressed genes, accounting for ∼4.5% of all protein synthesis capacity (Fig. 3A). To counteract the protein synthesis demand, *btuB* and *metE* genes also contain B_12_ riboswitches that reduce translation when sufficient B_12_ enters the cytoplasm (Fig. 3C). Freshwater bodies typically have B_12_ concentrations in the range from 0.11 nM to below the level of detection (<0.1 pM) (37, 38, 52–55), suggesting that high levels of BtuB may help facilitate import. Importantly, the conserved *metE* and *btuB* riboswitches are sensitive to B_12_ in physiologically relevant ranges (*K*_1/2_ = 0.062 nM and 0.19 nM, respectively), and their different sensitivities suggest that *metE* translation would be downregulated before shutting off the *btuB* importer. At high concentrations of B_12_ that saturate the riboswitches (Fig. 4B), a significant portion of the increase in growth rate is likely due to the liberation of protein synthesis resources on these two highly expressed genes (Fig. 3A and C). When grown in M2G or PYE medium lacking B_12_, disrupting the *btuB* gene increases fitness by freeing up wasted protein synthesis resources (Fig. 4A) (39). Similarly, *metE* disruption leads to increased fitness in PYE, which contains methionine, but *metE* disruption becomes essential in M2G minimal medium as it is required to make methionine (Fig. 4A) (39). Why then does C. crescentus have a facultative B_12_ lifestyle containing both B_12_-dependent and -independent methionine biosynthesis pathways?

Perhaps B_12_-independent and B_12_-dependent pathways exist to buffer fluctuations in environmental B_12_ concentrations. The concentration of available B_12_ in a freshwater body shows variation of up to 40-fold between different sampling locations and at the same sampling location at different times (38, 52–56). Having both methionine biosynthesis pathways adds flexibility to generate methionine under either high- or low-B_12_ conditions; however, these pathways have different protein synthesis costs. The B_12_-independent pathway requires 1.57% of the total protein synthesis capacity to make sufficient MetE, while the B_12_-dependent MetH pathway uses only 0.156% (Fig. 3B). Interestingly, disrupting the *metE* gene in lake water leads to a fitness advantage; however, disrupting *btuB* or *metH* leads to a fitness decrease as determined in reference 57 (Fig. 4C). Although not measured directly, the gene fitness signature from the experiment leads us to infer that physiologically relevant B_12_ concentrations were present in the sampled lake water (57). The increased fitness of *metE* disruptions in lake water suggests that increased biosynthetic flexibility comes with a negative fitness cost from protein synthesis resources wasted on MetE (Fig. 4D). Forty-seven percent of fully sequenced *Caulobacter* species have lost the *metE* gene but not the *btuB* and *metH* genes, suggesting that the observed environmental fluctuations in B_12_ concentration (38, 52) alter the selective pressure on *metE* (Fig. 4E).

Surprisingly, a recent survey of available metagenomic 16S rRNA sequencing data showed that *Caulobacter* is more abundant in soil/compost than in aquatic ecosystems (58). Soil has been shown to have B_12_ levels that can range from 20 nM to 0.3 nM, correlated with levels of organic matter (59), while bodies of freshwater typically have B_12_ concentrations in the range of 0.11 nM to below the level of detection (0.1 pM) (37, 38, 53–56). The higher B_12_ concentration in soil will enhance the growth rate and may explain the increase in relative abundance in this environment.

## MATERIALS AND METHODS

### Bacterial strains and cell growth.

A list of all bacterial strains used here can be found in Table S6 in the supplemental material (76–81). C. crescentus cells were grown in M2G or PYE growth medium (40) and supplemented with the appropriate antibiotic concentrations (60). E. coli cells used for cloning were grown in LB medium and supplemented with the appropriate antibiotics.

10.1128/mSystems.00170-19.9 TABLE S6 List of bacterial strains. Download Table S6, DOCX file, 0.02 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00170-19.10 TABLE S7 Table of accession numbers and organism names from Fig. 4. *^a^*Accession numbers and names were taken from the NCBI GenBank database. Download Table S7, DOCX file, 0.01 MB. Copyright © 2019 Aretakis et al. 2019 Aretakis et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Ribosome profiling.

Ribosome profiling was performed similarly to procedures in references 8 and 36, except that contaminating rRNA fragments generated during micrococcal nuclease (MNase) digestion were depleted to allow deeper quantitation of resulting mRNA translation similarly to reference 2. For a detailed protocol for the procedure, see reference 16. Five hundred milliliters of NA1000 cells were grown in M2G medium to an OD_600_ of 0.5, treated with 100 μg/ml chloramphenicol for 2 min, and then harvested by centrifugation and flash-frozen in liquid nitrogen. Cells were then lysed on a mixer mill (Retsch mm400) for 6 cycles of 3 min at 15 Hz and thawed, membranes were pelleted, and the supernatant was footprinted by addition of MNase (Roche). After footprinting, MNase was quenched with EGTA, and samples were separated by sucrose gradient fractionation. 70S peaks were purified, phenol chloroform extracted, and ethanol precipitated (16). Resulting mRNA fragments were size selected by 10% acrylamide-1× TBE-7 M urea PAGE, end repaired, 3′ adapter ligated, reverse transcribed, circularized, and depleted of rRNA fragments (2, 14, 16). rRNA cDNA fragments were removed using biotin-linked DNA oligonucleotides (oCaulo1, 5′/5Biosg/CGCTTACGGGGCTATCACCCA; oCaulo2, 5′/5Biosg/TGGCAACTAATCACGAGGGTT; oCaulo3, 5′/5Biosg/CTCATCTGGTTGCCCAAAAGA; oCaulo4, 5′/5Biosg/TGGTTCAGGAATATTCACCTG) and MyOne streptavidin C1 Dynabeads (Invitrogen) as in reference 2. Resulting circular cDNAs were amplified by PCR using Phusion DNA polymerase (Fermentas) with indexing primers (61), pooled, and sequenced on an Illumina HiSeq 2000. Data for three ribosome profiling replicates were deposited in the Gene Expression Omnibus under accession number GSE126485. The three M2G replicates were further analyzed together with a PYE data set collected previously (36).

Ribosome footprint reads were mapped to the genome as center-weighted reads (13), and extremely fast and slow codons were corrected for by winsorization of the bottom 5% and top 95% of nucleotides, respectively. The resulting fraction of ribosome footprints (ϕ*_i_*) of each gene (*i*) compared to the total ribosome footprint total was calculated and converted into the number of molecules of protein translated per cell (*k_i_*) by the equation *k_i_* = ϕ*_i_P*/*mW_i_*, where *P* is the average protein mass per cell and *mW_i_* is the protein product’s molecular weight as originally described in reference 2. Average protein mass per cell (*P*) was measured as follows. Five-milliliter mid-log cultures of NA1000 cells were grown in M2G or PYE medium overnight in a roller wheel at 28°C. Once the cells reached an OD_600_ of 0.3, a 100-μl aliquot of the cells was diluted and counted on PYE plates to measure the number of viable cells and another aliquot was saved for protein concentration measurements. To measure protein content, 100 μl cells was spun down in a microcentrifuge at 14,000 rpm for 30 s, the supernatant was removed, and the remaining cell pellets were resuspended in 100 μl of 1× Laemmli sample buffer lacking any dyes. After resuspension, samples were boiled for 5 min at 95°C and then placed on ice. Lysate protein concentrations were measured using the Pierce 660-nm protein assay (Thermo Fisher) and with comparison of the lysate *A*_600_ with a linear curve fit of bovine serum albumin (BSA) standards. The mass of protein from the sample was then divided by the number of viable cells to yield the average protein mass/cell. The resulting average protein masses per cell were (492 ± 170) × 10^−15^ g/cell in M2G and (519 ± 228) × 10^−15^ g/cell in PYE.

### Absolute quantitation of C-terminal YFP fusions.

Five-milliliter mid-log cultures of NA1000 cells harboring C-terminal eYFP fusions (gift of the Shapiro Lab, Stanford University) were grown in M2G or PYE medium overnight in a roller wheel at 28°C. Once the cells reached an OD_600_ of 0.3, cells were spotted on M2G agarose pads for imaging. Images were collected on a Leica DM6000B microscope with a Hamamatsu C9100 electron multiplying charge-coupled device (EMCCD) camera and a 100× PH3 Plan Apo 1.40-numerical-aperture (NA) objective with in a Semrock model 2427A YFP filter cube with 100-ms exposure time. Fluorescence intensity was quantified using ImageJ by segmenting the cells and measuring the average pixel intensity of the cell area. Background intensity was subtracted using the NA1000 average YFP pixel intensity. For each fusion strain, a minimum of 50 cells were used for the analysis with a minimum of two technical replicates. As MipZ molecules per cell had been previously measured (62) by quantitative Western blotting, we converted the MipZ-YFP pixel intensity to the number of molecules/cell and multiplied this conversion factor by the YFP intensities of all other C-terminal YFP fusions. The average across replicates and the standard deviation (σ) are reported in Table S2.

### Doubling time measurements.

Treatments were started from log-phase cultures grown overnight in the absence of cyanocobalamin (Sigma-Aldrich) and diluted in fresh medium to an OD_600_ of 0.05. Each treatment was split into a separate flask, and the correct amount of cyanocobalamin was added to the concentrations of 1 nM, 0.1 nM, 0.01 nM, and 0 nM. Fifty milliliters from each treatment was added to three different 250-ml Kimex flasks, for three replicates of each of the four treatments. An initial OD_600_ measurement was taken of each replicate using a cuvette and a NanoDrop spectrophotometer. The 12 250-ml flasks were then placed in a 28°C shaker incubator at 250 rpm. OD_600_ time points of each flask were taken throughout the logarithmic growth phase. An exponential regression of the log-phase time points was used to calculate the doubling time of each replicate.

### Translation reporter assay.

JS417, JS423, and JS440 strains were started from log-phase cultures grown overnight in the absence of cyanocobalamin and diluted in medium with vanillate and antibiotic to an OD_600_ of 0.05. A dilution series of each strain was used to fill tubes with 2 ml of culture at each cyanocobalamin concentration: 27 nM, 2.7 nM, 0.9 nM, 0.3 nM, 0.1 nM, 0.033 nM, and 0 nM. The 21 2-ml-cultures were then grown and induced over an 8-h period by placing the tubes in a 28°C shaker incubator at 250 rpm for 8 h. After 8 h, 2 μl from each culture was pipetted onto an M2G-agarose pad on a microscope slide. Each treatment was imaged on a microscope using both phase contrast and an mChy filter cube. Average fluorescent intensities were calculated using MicrobeJ (63) across a minimum of 100 cells.

### B_12_ homolog identification and phylogenetic tree mapping.

Protein sequences for *btuB*, *metH*, and *metE* were determined for each *Caulobacter* species with a complete genome by using the NCBI Basic Local Alignment Search Tool (BLAST) with default settings by searching the protein sequence of each NA1000 gene for homologs with an E score of <10^−19^ (64). The *btuB* and *metH* genes were then used to generate the phylogenetic tree using the NCBI Genome Workbench software and the MUSCLE multiple sequence alignment package (65). The tree is a maximum likelihood generated with the default settings from MUSCLE. Riboswitches were identified using rfam (66) and by searching the upstream regions of *btuB* and *metE* genes (up to 1,000 bp upstream of their predicted operons).

### Proteomap generation.

Categories were taken from predefined Kyoto Encyclopedia of Genes and Genomes (KEGG) categories (67). Categories were then ranked based on priority, and any gene that might have been present in more than one category was deleted from those with lower priority. The 200 most numerous proteins were then hand checked. Any that had not been automatically assigned to a KEGG category were compared against other organisms to place them in their most appropriate category. The categorized genes along with the ribosome profiling data were used to create the Proteomap (68).

### Strain construction. (i) JS417.

The insert *btuB_*5′UTR was generated by IDT as a gBlock construct for the +1 transcription start site (TSS) through the start codon of the *btuB* gene. The *btuB_*5′UTR gBlock had the sequence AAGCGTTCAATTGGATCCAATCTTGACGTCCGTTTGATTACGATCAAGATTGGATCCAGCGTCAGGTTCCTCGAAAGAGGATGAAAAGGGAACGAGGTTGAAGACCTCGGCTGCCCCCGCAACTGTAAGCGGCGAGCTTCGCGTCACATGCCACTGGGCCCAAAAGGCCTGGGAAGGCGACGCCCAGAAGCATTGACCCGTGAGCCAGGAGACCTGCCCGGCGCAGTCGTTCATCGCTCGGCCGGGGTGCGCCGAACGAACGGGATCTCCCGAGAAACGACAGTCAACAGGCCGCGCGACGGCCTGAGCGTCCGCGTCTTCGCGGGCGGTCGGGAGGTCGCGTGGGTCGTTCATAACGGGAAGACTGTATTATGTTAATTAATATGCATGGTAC.

The plasmid pRVChyC-2 (60) was cut with MfeI and PacI, and the gBlock segment *btuB_*5′UTR was inserted into the plasmid by Gibson assembly. Next, the resulting plasmid was transformed into E. coli DH5α cells and selected on LB-kanamycin (Kan) plates. The resulting Kan^r^ colonies were then screened by PCR for the insert and verified by Sanger sequencing (Genewiz). The purified plasmid was then transformed into NA1000 cells by electroporation and plated on PYE-Kan plates. The resulting colonies were screened for mChy fluorescence after induction with vanillate.

**(ii) JS423.** The insert *metE_*5′UTR was generated by IDT as a gBlock construct for the +1 TSS through the start codon of *metE*. The *metE_*5′UTR gBlock had the sequence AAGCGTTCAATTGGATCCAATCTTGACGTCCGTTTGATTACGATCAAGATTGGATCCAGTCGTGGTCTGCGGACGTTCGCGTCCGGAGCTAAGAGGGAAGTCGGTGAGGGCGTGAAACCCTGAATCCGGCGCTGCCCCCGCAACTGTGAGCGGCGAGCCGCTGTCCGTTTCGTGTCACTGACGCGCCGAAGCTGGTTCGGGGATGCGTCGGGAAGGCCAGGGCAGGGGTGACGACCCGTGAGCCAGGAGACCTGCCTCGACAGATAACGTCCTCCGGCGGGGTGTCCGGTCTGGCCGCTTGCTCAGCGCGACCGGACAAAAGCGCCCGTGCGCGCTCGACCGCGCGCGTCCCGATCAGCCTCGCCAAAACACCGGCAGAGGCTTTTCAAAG ATGTTAATTAATATGCATGGTAC.

The plasmid pRVChyC-6 (60) was cut with MfeI and PacI, and the gBlock segment *metE_*5′UTR was inserted into the plasmid by Gibson assembly. Next, the resulting plasmid was transformed into E. coli DH5α cells and selected on LB-chloramphenicol (Chlor) plates. The resulting Chlor^r^ colonies were then screened by PCR for the insert and verified by Sanger sequencing (Genewiz). The purified plasmid was then transformed into NA1000 cells by electroporation and plated on PYE-Chlor plates. The resulting colonies were screened for mChy fluorescence after induction with vanillate.

**(iii) JS440.** The plasmid pRVMCS-2 (Kan^r^) (60) was transformed into NA1000 cells via electroporation and selected for on PYE-Kan plates.

**(iv) JS441.** The JS441 strain was generated by PCR amplifying the last 500 bp of the β′ RNA polymerase gene into the pYFPC-1 plasmid (60). The insert was PCR amplified from the NA1000 chromosome using Betaprime_forward and Betaprime_reverse primers, and the plasmid pYFPC-1 (60) was PCR amplified by pYFPC_forward and pYFPC_reverse primers. The plasmid was then treated with restriction enzyme DpnI, and the insert was placed into the plasmid by Gibson assembly. Next, the resulting plasmid was transformed into E. coli DH5α cells and selected on LB-spectinomycin (Spec) plates. The resulting Spec^r^ colonies were then screened by colony PCR for the insert and verified by Sanger sequencing (Genewiz). The purified plasmid was then transformed into NA1000 cells by electroporation and plated on PYE-Spec-streptomycin (Strep) plates. The resulting colonies were screened for YFP fluorescence.

PCR primers were as follows: Betaprime_forward, 5′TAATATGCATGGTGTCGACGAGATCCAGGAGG; Betaprime_reverse, 5′-TCTTAAGGTTTCGGCGTCCGAAAGCGC; pYFPC_forward, 5′-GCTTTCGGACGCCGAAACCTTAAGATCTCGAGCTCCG; pYFPC_reverse, 5′-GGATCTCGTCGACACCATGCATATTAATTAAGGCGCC.

### Data availability.

All ribosome profiling raw sequencing reads and normalized read count values of cells grown in M2G are deposited in the NCBI GEO database with accession number GSE126485. PYE ribosome profiling data were collected in reference 36 and were pulled from NCBI GEO database accession number GSE54883. Absolute quantitation values of mRNA translation for both M2G and PYE can be found in Table S1. Ribosome profiling data were compared to the following data sets collected in previous reports. Protein localization data are from reference 26. Tn-seq fitness data are from references 39 and 57. Gene essentiality data are from reference 69. KEGG categories are from reference 70. DNA binding site counts for cell cycle master regulators are from reference 10.

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S2

| **M2G** | Ribosome profiling |  | YFP-intensity |  |
| --- | --- | --- | --- | --- |
| Protein | Average molecules of protein translated per cell | σ | Average Proteins per cell | σ |
| B'-YFP | 1.38E+04 | 8.17E+02 | 1.64E+04 | 4.37E+02 |
| CckA-YFP | 7.34E+02 | 6.72E+01 | 6.37E+02 | 1.15E+02 |
| DnaB-YFP | 4.33E+02 | 6.61E+01 | 4.56E+02 | 1.57E+01 |
| HolC-YFP | 4.16E+02 | 7.74E+01 | 3.86E+02 | 9.44E+01 |
| Hu2-YFP | 5.58E+04 | 5.85E+03 | 4.20E+04 | 1.98E+03 |
| L1-YFP | 2.99E+04 | 1.90E+03 | 4.65E+04 | 1.95E+03 |
| MipZ-YFP | 2.41E+03 | 1.13E+02 | 1.03E+03 | 1.91E+02 |
| SMC-YFP | 2.50E+02 | 1.63E+01 | 2.21E+02 | 9.85E+01 |
| TipN-YFP | 9.70E+02 | 9.20E+01 | 6.23E+02 | 4.80E+01 |
| **PYE** | Ribosome profiling*^a^* |  | YFP-intensity |  |
| Protein | Average molecules of protein translated per cell | σ | Average Proteins per cell | σ |
| L1-YFP | 5.36E+04 | ND | 4.65E+04 | 1.39E+03 |
| B'-YFP | 1.64E+04 | ND | 1.64E+04 | 8.22E+01 |
| Ccka-YFP | 8.77E+02 | ND | 6.37E+02 | 1.11E+01 |
| DnaB-YFP | 5.79E+02 | ND | 4.56E+02 | 3.62E+01 |
| HolC-YFP | 3.17E+02 | ND | 3.86E+02 | 1.62E+01 |
| Hu2-YFP | 4.45E+04 | ND | 4.20E+04 | 9.78E+02 |
| Mipz-YFP | 1.03E+03 | ND | 1.03E+03 | 1.33E+01 |
| Smc-YFP | 2.01E+02 | ND | 2.21E+02 | 1.92E+00 |
| TipN-YFP | 3.72E+02 | ND | 6.23E+02 | 1.18E+01 |

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S3

| Category^a^ | PYE | M2G |  |
| --- | --- | --- | --- |
| Cell growth and death | 6.45% | 11.26% |  |
| Cell motility | 1.19% | 1.09% |  |
| Membrane transport | 9.23% | 11.94% |  |
| Signal transduction | 1.38% | 1.30% |  |
| Folding, sorting and degradation | 5.88% | 5.08% |  |
| Replication and repair | 0.62% | 0.46% |  |
| Transcription | 2.62% | 2.37% |  |
| Translation | 22.82% | 15.88% |  |
| Amino Acid Metabolism | 8.11% | 8.54% |  |
| Carbohydrate Metabolism | 5.51% | 6.09% |  |
| Energy Metabolism | 4.54% | 4.47% |  |
| Glycan Biosynthesis and Metabolism | 0.27% | 0.24% |  |
| Lipid Metabolism | 1.03% | 0.93% |  |
| Metabolism of Cofactors and Vitamins | 1.09% | 1.53% |  |
| Metabolism of other Amino Acids | 0.90% | 0.97% |  |
| Metabolism of Terpenoids and Polyketides | 0.19% | 0.15% |  |
| Nucleotide Metabolism | 1.91% | 1.69% |  |
| Other Enzymes | 0.43% | 0.41% |  |
| Xenobiotics Biodegradation and Metabolism | 0.05% | 0.07% |  |
| Not Mapped | 25.77% | 25.52% |  |

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S4

| Gene | Molecules translated per cell | σ | | DNA Sites in cell cycle-regulated promoters | Total DNA binding sites | | References*^a^* |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *dnaA* | 6000 | 459 | 77 | | 84 | (10, 71) | |
| *gcrA* | 18200 | 844 | 94 | | 217 | (10, 24, 72) | |
| *ctrA* | 25400 | 1480 | 183 | | 187 | (10, 73) | |
| *ccrM* | 3280 | 233 | 96 | | 4542 | (10, 74) | |
| *sciP* | 32400 | 1480 | 61 | | 61 | (10, 75) | |

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S5

|  | Cyanocobalamin concentration (nM) | | | |
| --- | --- | --- | --- | --- |
|  | 0 | 0.01 | 0.1 | 1 |
| M2G (Minutes) | 135 | 129 | 116 | 111 |
| σ | 1.55 | 1.24 | 2.65 | 2.24 |
|  |  |  |  |  |
| PYE (Minutes) | 101 | 98.1 | 97.8 | 91.2 |
| σ | 1.02 | 1.18 | 1.00 | 0.952 |

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S6

| Strain | Genotype | Source |
| --- | --- | --- |
| NA1000 | Synchronizable variant of CB15 | (76) |
| JS417 | NA1000 pRV(*btuB_*5'UTR)CHYC-2 Kan^R^ | This Study |
| JS423 | NA1000 pRV(*metE_*5’UTR)CHYC-6 Chlor^R^ | This Study |
| JS440 | NA1000 pRVMCS-2 Kan^R^ | This Study |
| JS290 | NA1000 *L1::L1-yfp* Gent^R^ | (77) |
| JS441 | NA1000 β′*::* β′*-yfp* Spec^R^ Strep^R^ | This Study |
| NJH429 | NA1000 *cckA::cckA-yfp* RifR | (78) |
| LS3587 | NA1000 dnaB*::dnaB-yfp* Kan^R^ | (79) |
| LS3586 | NA1000 *holC::holC-yfp* Kan^R^ | (79) |
| MS307 | NA1000 *hu2::hu2-yfp* Kan^R^ | (80) |
| MT97 | NA1000 *mipZ::mipZ-yfp* | (62) |
| LS3394 | NA1000 *smc::smc-yfp* Kan^R^ | (81) |
| *tipN-YFP* | NA1000 *tipN::tipN-yfp* | (Gift from Adam Perez) |

# Supplementary material for: Absolute Measurements of mRNA Translation in Caulobacter crescentus Reveal Important Fitness Costs of Vitamin B12 Scavenging
**Source:** mSystems. 2019 May 28;4(4):e00170-19. doi: 10.1128/mSystems.00170-19
**Supplement:** TABLE S7

| Accession Number | Name*^a^* |
| --- | --- |
| NZ_LSIV00000000 | *Caulobacter* sp. CCH4-E1 |
| NZ_PEGG00000000 | *Caulobacter* sp. B11 |
| NZ_QAIR00000000 | *Caulobacter* sp. HMWF009 |
| NZ_QAII00000000 | *Caulobacter* sp. HMWF025 |
| NZ_AKKF00000000 | *Caulobacter* sp. AP07 |
| NZ_LMHC00000000 | *Caulobacter* sp. Root655 |
| NZ_LMFQ00000000 | *Caulobacter* sp. Root1455 |
| NZ_LMFD00000000 | *Caulobacter* sp. Root487D2Y |
| NC_010338.1 | *Caulobacter* sp. K31 |
| NZ_FORN00000000 | *Caulobacter* sp. UNC279MFTsu5.1 |
| NZ_JONW00000000 | *Caulobacter* sp. UNC358MFTsu5.1 |
| NZ_LMFX00000000 | *Caulobacter* sp. Root1472 |
| NZ_AUEO00000000 | *Caulobacter* sp. URHA0033 |
| NZ_JQJN00000000 | *Caulobacter henricii* strain CF287 |
| NZ_QHJZ00000000 | *Caulobacter* sp. D4A |
| NZ_QHJY00000000 | *Caulobacter* sp. D5 |
| NZ_PJRQ00000000 | *Caulobacter flavus* strain CGMCC1 15093 |
| NZ_QDKQ00000000 | *Caulobacter* sp. 774 |
| NZ_QDKO00000000 | *Caulobacter radicis* strain 695 |
| NZ_PJRS00000000 | *Caulobacter zeae* strain 410 |
| NZ_CP024201 | *Caulobacter mirabilis* strain FWC 38 |
| NZ_CP013002 | *Caulobacter henricii* strain CB4 |
| NZ_JUGJ00000000 | *Caulobacter* sp. OV484 |
| NZ_LMDD00000000 | *Caulobacter* sp. Root342 |
| NZ_LMDF00000000 | *Caulobacter* sp. Root343 |
| NZ_RRYI00000000 | *Caulobacter* sp. 602-1 |
| NZ_PEBF00000000 | *Caulobacter* sp. FWC2 |
| NZ_PEGH00000000 | *Caulobacter* sp. BP25 |
| NZ_LSJA00000000 | *Caulobacter* sp. CCH9-E1 |
| NC_014100 | *Caulobacter segnis* ATCC 21756 |
| NZ_PEGF00000000 | *Caulobacter* sp. X |
| CP001340 | *Caulobacter crescentus* NA1000 |
| NZ_LSJD00000000 | *Caulobacter* sp. CCH5-E12 |
| CP033875 | *Caulobacter* sp. FWC26 |

How the deposited data were processed for this re-analysis (not part of the article)

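Ribosome profiling was performed by the authors on 3 replicates of *C. crescentus* NA1000 in M2G. The sources used here do not say how separate the cultures were, and p-values of the ratios refer to these samples only. In the sign-flip test of 3 replicates, p is 0.25 whenever all ratios lie on one side of 1, whatever the spread between them. Such p-values therefore do not measure that spread. Those of the YFP correlation come from pairings across proteins, and those of the toxin-antitoxin sign tests from gene pairs. The submitters' notes name Bowtie 0.12.8 as the aligner, and the methods describe center-weighted reads. The genome build is not given in the sources used here. The deposited values are coverage signal per nucleotide and strand, not scaled to depth, and strand totals lie within 0.02 of whole numbers, so a total is a number of footprints. The winsorization of the methods is not yet in these values. Totals were 5299044, 6535218 and 5275337 footprints in replicates 1, 2 and 3.

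The mean density per gene was computed without 5 codons at each end, a number chosen here because the paper's text does not name one, with positions winsorized at the 5th and 95th percentiles. The fraction of a gene is its density times its length over the sum for 3886 coding genes, and molecules per cell follow from the formula of the methods with 492 fg of protein per cell (SD 170 fg in the paper, or 34.6%). Positions and symbols came from the gene table of assembly ASM2200v1, in which 665 coding genes have a symbol other than the locus tag. Whether these positions fit the files was checked by the share of footprints on coding genes, 94.9%. This check is weak, because each gene was read on its strand with more footprints, and it cannot settle the build. The peaks of the mean profile, 13 nt after the first nucleotide of coding sequences and 3 nt before the last, also bear on the positions. The table gives no strand, sequence or product name, so 3 choices were made after the files were seen. Each gene was read on the strand with more footprints, and as an alternative on the strand whose value lies closer to Table S1, which changes 35 genes. The molecular weight was set to 107 Da per residue, the median implied by 1900 rows of Table S1 (5th to 95th percentile 98.2 to 109 Da), with the weight implied for each gene as an alternative. Both rules were tried both ways, and the ones that draw least on the paper's own values were kept. Gene lists fixed beforehand by product name could not be applied, and 15 lists by symbol took their place: ribosomal proteins, RNA polymerase, ATP synthase, complex I, terminal oxidases, the TonB system, chaperones, proteases, flagellum, pilus, citric acid cycle and Entner-Doudoroff enzymes, methionine genes, aminoacyl-tRNA synthetases, toxin-antitoxin genes and the cdz genes. They cover only genes with a symbol. Of the 9 proteins of Table S2, 8 were matched to a gene and Hu2 was left out.

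Genes named in the text are those the paper names with an M2G value, the 20 coding genes with the highest mean fraction and the 4 highest members of each list, and for signal outside coding genes the 3 strongest regions of each class; other genes named were chosen after their values were seen. Values are the mean and SD of 3 replicates. Ratios were formed within each replicate and tested with a 2-sided exact sign-flip permutation test, whose smallest p is 0.25. There is 1 condition, so no comparison between conditions was tested. The copy of Table S1 used here holds 1998 rows of the M2G fractions, and its PYE values are the paper's. Settings listed before the data were examined were no winsorization, winsorization at the 10th and 90th percentiles, 0 or 15 codons left out, a minimum of footprints per gene, the median over positions and leaving out each replicate. Plain footprints per gene, the strand and weight rules and leaving out a replicate with the strand picked again from the others were added after seeing the data. Genes below the minimum number 635 and hold 0.212% of the footprints on genes, so their values have little precision.

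The density step was tested on data simulated from replicate 1 with 200 changed genes. All genes used had at least 128 footprints in each replicate. Each position of a changed gene was multiplied by its fold, and counts were redrawn. Recovered folds were scaled to the median of the unchanged genes. Simulated folds of 0.5, 2 and 4 came back with medians of 0.490, 2.04 and 4.11, and 99.3% of 2206 unchanged genes lay within 1.5-fold. Such scaling returns the fold almost by construction, and the comparison of different genes within a sample was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.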

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

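The tests on the tmRNA and on the genes CCNA_01298 and CCNA_03303 were chosen after the result was seen. There are no control samples, and each signal named here lies above the limit that a count of 0 allows, 3 footprints.

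In RNA genes, which the paper does not discuss, signal was led by the tmRNA gene *ssrA* with 89395 ± 21051 footprints (SD, n = 3), 1.59% of the total. CCNA_R0117 followed with 18069.7 and the RNase P RNA gene CCNA_R0061 with 11620 (means, n = 3). These counts sum both strands and include positions shared with coding genes. The count of CCNA_R0117 was not separated from such overlap, so it cannot be read as signal of the RNA gene alone. The strongest 31-nt window of *ssrA*, from 2338541 to 2338571, held 50.6% ± 9.87 (SD, n = 3) of its footprints. This is at percentile 89.7 of 145 coding genes of 300 to 600 nt with at least 1000 footprints in each replicate, whose median was 26.2%. The replicates had 61.1%, 49.2% and 41.5%. A single protected RNA fragment thus stays open, since the share lies above that median but within the range of coding genes. No biological explanation was tested, since there is 1 condition.

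Signal positions more than 20 nt apart were counted as separate regions, so neighboring regions may belong together. Outside coding genes on both strands, 26 regions had at least 20 footprints in every replicate. Of these, 14 lie in or next to the stretch from CCNA_00460 to CCNA_00482. The strongest are all there, on the plus strand, from 473977 to 474086 with 718 footprints, from 473497 to 473818 with 614 and from 476994 to 477433 with 273 (means, n = 3). Opposite a coding gene, 37 regions met this minimum, 12 of them there. Which strand counts as opposite follows from the strand rule used here, so this count may include signal of genes read on the wrong strand. A region on the plus strand from 1893769 to 1893914 lies in *holC*, whose strand is uncertain. The strongest of the 37 regions run on the minus strand from 484216 to 484476 with 315 and from 483988 to 484188 with 260.3, both opposite CCNA_03922. The next, with 205, lies elsewhere on the plus strand from 2899002 to 2899269, opposite CCNA_02738. Over the 23 genes of the stretch, 7.76% of the footprints lay on the minority strand of each gene, against a median of 0.422% over 3819 windows of as many neighboring genes, of which the highest had 9.42%. The share stands at percentile 99.8 of these windows, at percentile 100 of the 100 windows closest in footprints, and at percentile 99.8 in the lowest replicate. This argues against the antisense background of the rest of the chromosome, against few footprints and against a single library. Genes missing from the gene table were not tested, because no sequence was used here, and no biological explanation was tested.

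CCNA_03303 has the same length as CCNA_01298, and its footprints follow those of CCNA_01298 along the gene. The mean Pearson's r of their profiles in 10-nt bins was 0.880 over the 3 replicates, above the highest of 1000 random pairs of other genes, 0.821. As a hypothesis, this is consistent with reads shared between similar copies; translation of another copy with like pausing was not tested and stays open. Whether a constant share of the reads of CCNA_01298 is placed on CCNA_03303 also stays open. The footprints of CCNA_03303 were 8.87%, 16.6% and 8.63% of those of CCNA_01298 in replicates 1, 2 and 3, a highest over lowest ratio of 1.93 that falls to 1.03 without replicate 2, so it rests on 1 library. The sum of both genes was 2.02% ± 0.103 (SD, n = 3) of the footprints. No biological explanation was tested.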

How the results depend on the processing

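Settings with plain footprints per gene and with the strand or the molecular weight taken from Table S1, and leaving out a replicate with the strand picked again from the others, were chosen after seeing the data. Of 29 ratios, 27 lay on one side of 1 in all replicates, and 4 of these turned to the other side in the mean under some setting. With the median over positions, the clients without CpdR to PopZ were 0.938 and CtrA to GcrA 0.816; with plain footprints per gene, SciP to CtrA was 0.902, SciP to GcrA 0.849 and CtrA to GcrA 0.946. Of 138 recomputed values of the main results, 106 moved by less than the SD between replicates and 32 by more. Of 309 values of other results, 247 and 62 did. Leaving out a replicate moves a mean of 3 by less than their SD by construction. The footprint minimum leaves ratios between covered genes unchanged, so these counts overstate how stable the results are. Without winsorization, the *btuB* and *metE* sum was 4.47%, the clients 2.1 times PopZ, *gcrA* to *rpoD* 4.39, CtrA to its regulators 2.59, the named ribosomal proteins 5.00% and the YFP correlation 0.982. With the 10th and 90th percentiles, the sum was 4.80%, CtrA to its regulators 2.12 and the ribosomal proteins 4.82%. With no codons left out, the sum was 4.42%, *gcrA* to *rpoD* 4.41 and the ribosomal proteins 5.21%; with 15 left out, the sum was 4.73% and CtrA to its regulators 2.04. With the median over positions, the sum was 5.65%, the clients 1.62 times PopZ, *gcrA* to *rpoD* 4.69, CtrA to its regulators 1.78, the ribosomal proteins 4.86%, *metE* to *metH* 11.6 and *atpA* to *atpD* 1.12. With plain footprints per gene, the sum was 4.12%, the clients 2.15 times PopZ, *gcrA* to *rpoD* 6.53, CtrA to its regulators 2.69, the ribosomal proteins 5.37% and the YFP correlation 0.975. With the strand closer to Table S1, the YFP correlation was 0.982. With 25 nt on each side counted as coding, the footprints outside coding genes were 2.43% of all in place of 5.11%, and with the minimum of footprints in all replicates the mean correlation between replicates was 0.991. The cause of these moves was not tested, except that the flanks take in footprints at start and stop codons by construction. Leaving out each replicate in turn, with the strand of all 3 kept, gave 1.80 to 2.23 for *divK* to *pleD*, 4.56% to 4.67% for the sum, 1.88 to 1.99 for the clients to PopZ, 3.78 to 4.01 for *gcrA* to *rpoD*, 2.29 to 2.41 for CtrA to its regulators, 4.90% to 4.94% for the ribosomal proteins, 10.2 to 10.8 for *metE* to *metH*, 0.994 to 1.03 for *atpA* to *atpD*, 0.923 to 0.949 for the YFP correlation, 0.980 to 0.984 for the correlation between replicates and 4.98% to 5.23% for the footprints outside coding genes. Picked again without replicate 3, the strand changed for 21 genes, *holC* among them, and the YFP correlation was 0.983. *atpA* to *atpD* lay on either side of 1, with 0.987 at the 10th and 90th percentiles and 0.993 with no codons left out. With the median over positions, thinly covered genes lost their signal: DnaB had 109 ± 189 molecules (SD, n = 3), all of it from replicate 1 with 0 in the others, and HolC and SMC had 0. Leaving near-identical copies out of the total was not run, because no sequences were used here. No paired comparison between conditions was possible because there is only 1 group of samples. Depth limits *holC*, with 81.1 to 215 footprints per replicate on the strand used, and most toxin genes.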

Differences from the paper's values

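For HolC the value here was 91.0 ± 49.9 (SD, n = 3) molecules per cell, and the paper's value in Table S2 is 416 (SD 77.4). Of the settings fixed before the data were examined, no winsorization gave 501 ± 357 (SD, n = 3), which is apart from the paper's value by less than this SD. The 10th and 90th percentiles (52.0), no codons left out (102), 15 left out (47.1), the minimum of footprints per gene (91.2), the median over positions (0) and leaving out each replicate with the strand of all 3 kept (65.5 to 115) still differ. Of the settings chosen after seeing the values, the strand closer to Table S1 gave 414 and plain footprints per gene 449, and leaving out replicate 3 with the strand picked again from the others, which reads HolC on the other strand, gave 451; these lie within the paper's spread. The strand picked again without replicate 1 (115) or 2 (92.2) and the weight from Table S1 (93.8) still differ; none of these drops a protein of Table S2. The strand closer to Table S1 was picked by the paper's own values, so that value is not independent of them. The paper's Fig. 3A sets *metE* before CCNA_03609, with bars of like height; here the ratio was 0.981 ± 0.0962 (SD, n = 3), with *metE* above in 1 of 3 replicates. The mean ratio was above 1 with the 10th and 90th percentiles (1.001), 15 codons left out (1.02), the median over positions (1.02) and without replicate 1 (1.03), and below 1 under the other settings fixed beforehand. For *rsaA* the paper shows about 5.5% in Fig. 3A, read by eye, where the paper's Table S1 gives 6.33% and the value here was 6.13%.

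In the M2G sheets of Table S1, of which the held rows were compared, 260 genes have a fraction above 0 in all 3 replicates and molecules above 0 in replicate 1 but 0 in replicate 2 or 3, which the formula of the methods cannot give. Counted in each replicate alone, whatever the others hold, 0 genes in replicate 1, 222 in replicate 2 and 269 in replicate 3 have a fraction above 0 and 0 molecules. For CCNA_01605, the highest of the first set, the paper's fraction in replicate 3 is 0.00116% and the paper's molecules are 0, where the deposited signal holds 48.0 footprints. In the PYE sheets, the paper's fractions and molecules imply 84.8 Da per residue with the paper's 519 fg of protein per cell, against 107 Da in M2G; 655 fg would give the M2G value. The paper's text gives 648 molecules per binding site as the highest ratio, the paper's own numbers for SciP in Table S4 give 531, and the value here was 522 ± 27.8 (SD, n = 3).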

Other observations

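AtpA and AtpD, the only subunits of the ATP synthase with a symbol in the gene table, were translated in nearly equal numbers. They were translated at 30505 ± 943 and 30097 ± 539 molecules per cell, a ratio of 1.01 ± 0.0400 (SD, n = 3), and together took 1.15% ± 0.0176 of the footprints. RpoC was translated at 0.523 ± 0.00768 molecules per RpoA, of which RNA polymerase holds a pair, and at 2.99 ± 0.102 per σ70 (SD, n = 3); RpoA and the sigma factors RpoD, RpoH and RpoN took 0.495% ± 0.0270 (SD, n = 3). ExbB was translated at 3.59 ± 0.579 times ExbD and 3.14 ± 0.452 times TonB1, and ClpP at 2.79 ± 0.206 times ClpX (SD, n = 3). The 14 genes of complex I took 0.791% ± 0.0300 (SD, n = 3) and spanned 2794 to 8925 molecules per cell. The 15 terminal oxidase genes took 0.663% ± 0.0295 (SD, n = 3), of which *coxA*, *coxB* and *coxC* held 0.255%, 0.183% and 0.162%.

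The pilin PilA was translated at 176934 ± 14141 (SD, n = 3) molecules per cell, 0.377% of the footprints, and the 14 pilus genes took 0.485% ± 0.0240 (SD, n = 3). The 41 flagellar genes took 0.864% ± 0.0244 (SD, n = 3), led by the flagellins *fljM* with 0.119%, *fljL* with 0.113% and *fljK* with 0.0933%, genes of equal length for which shared reads were not tested. The chaperone genes took 0.355% ± 0.0215 (SD, n = 3), with DnaK at 7.66 ± 0.724 times DnaJ, and the protease genes 0.523% ± 0.0233 (SD, n = 3). Enzymes of the citric acid cycle and the Entner-Doudoroff pathway took 1.65% ± 0.0223 (SD, n = 3), led by *edd* with 0.307% and *acnA* with 0.300%. The 8 methionine genes took 2.06% ± 0.101, the 6 aminoacyl-tRNA synthetase genes 0.261% ± 0.00266 and the 5 cdz genes 2.63% ± 0.339 (SD, n = 3). Of the 20 most translated genes, 11 have a PYE value in the copy of Table S1 used here, and it lies below all 3 M2G replicates for 6, above them for 2 and between them for 3. These genes were picked for a high M2G fraction, and that choice alone favors lower values in PYE. *metE* had 1.53% in M2G and the paper's 0.378% in PYE, *znuL* 0.855% and the paper's 0.0228%, and CCNA_01585 1.11% and the paper's 0.00535%. The other way, CCNA_00531 had 0.640% and the paper's 0.951%, and CCNA_00536 0.660% and the paper's 0.754%, while CCNA_00721 had 0.928% and the paper's 0.920%. The PYE values have no replicates and come from an earlier study with another protocol, so medium cannot be told apart from study. The differences were not tested.

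The 21 toxin-antitoxin genes took 0.0517% ± 0.00190 (SD, n = 3). In 9 of 10 pairs the antitoxin was translated above its toxin in all 3 replicates (exact sign test over pairs, 2-sided p = 0.021, 1 test). Only 4 pairs have at least 50 footprints on both genes in every replicate; the antitoxin was higher in all 4 of them in all 3 replicates, but the exact sign test over these pairs gives p = 0.125, the smallest that 4 pairs allow. Phd had 3993 ± 224 molecules per cell and Doc 416 ± 76.8, and HigA had 2198 ± 169 and HigB 133 ± 80.3 (SD, n = 3), with 87.0, 225 and 85.5 for HigB in replicates 1, 2 and 3. The exception was *parD3* and *parE3*, with 265 ± 89.2 and 759 ± 179 molecules (SD, n = 3). Many of these genes have few footprints, such as 15.9 for *relE3* over the 3 replicates. The pairs were taken from symbols after the data were seen.

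For 35 of 1998 genes held in Table S1, the paper's value lies closer to the strand with fewer footprints. The paper measured open reading frames, while the strand here was picked by footprints alone. The rule used here may thus read these 35 genes on the wrong strand. Of these, 11 have at least 100 footprints on the strand with more, and for 9 that strand is higher in all 3 replicates. The strongest is CCNA_00623, with 1729.7 footprints on one strand and 401 on the other, followed by CCNA_00473 with 631 and 18.7.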
